# *Drosophila* Larval Models of Invasive Tumorigenesis for In Vivo Studies on Tumour/Peripheral Host Tissue Interactions during Cancer Cachexia

**DOI:** 10.3390/ijms22158317

**Published:** 2021-08-02

**Authors:** Joseph A. Hodgson, Jean-Philippe Parvy, Yachuan Yu, Marcos Vidal, Julia B. Cordero

**Keywords:** *Drosophila* larvae, *Ras*, *Scribble*, dual driver system, cancer cachexia

## Abstract

Cancer cachexia is a common deleterious paraneoplastic syndrome that represents an area of unmet clinical need, partly due to its poorly understood aetiology and complex multifactorial nature. We have interrogated multiple genetically defined larval *Drosophila* models of tumourigenesis against key features of human cancer cachexia. Our results indicate that cachectic tissue wasting is dependent on the genetic characteristics of the tumour and demonstrate that host malnutrition or tumour burden are not sufficient to drive wasting. We show that JAK/STAT and TNF-α/Egr signalling are elevated in cachectic muscle and promote tissue wasting. Furthermore, we introduce a dual driver system that allows independent genetic manipulation of tumour and host skeletal muscle. Overall, we present a novel *Drosophila* larval paradigm to study tumour/host tissue crosstalk in vivo, which may contribute to future research in cancer cachexia and impact the design of therapeutic approaches for this pathology.

## 1. Introduction

Cancer is one of the leading causes of death worldwide. Even though the devastating effects of cancer are often linked to non-tissue-autonomous consequences of tumour burden, the understanding of the interactions between tumours and host tissues remains incomplete. One such outcome of these interactions is the onset of cancer cachexia, a paraneoplastic syndrome defined as the “loss of skeletal muscle mass (with or without loss of fat mass) that cannot be fully reversed by conventional nutritional support and leads to progressive functional impairment” [1].

Cachexia is a multifactorial and multi-organ pathology, which is thought to cause up to 30% of late-stage cancer-related deaths [2,3]. Clinical manifestations of cachexia include asthenia, anorexia, significant loss of body fat and muscle, metabolic deregulation, abdominal fluid accumulation, systemic inflammation and immune infiltration of various tissues [4,5]. Cachexia is identified in up to 80% of advanced-stage cancer patients [6] and reduces tolerance to treatment, therapeutic response, patient quality of life and survival [7,8]. Nevertheless, there is no clear gold standard therapy for cachexia, and it therefore represents a major unmet clinical need [9].

One of the problems at the root of the dearth of therapeutic interventions for the treatment of cachexia is the fact its aetiology is poorly understood. Cachexia is a multifactorial condition further complicated by the heterogeneity of the general population, tumours themselves and the therapies used to treat them. This is evidenced by observations that patients with apparently similar tumours can have very different responses in terms of developing cachexia [10] and the fact cachexia is most frequently associated with various metastatic tumour types, such as pancreatic, lung, gastric and renal-cell cancers [11,12,13]. These characteristics are maintained in mouse models, where histologically similar tumours result in distinct cachectic outcomes [14], and in tumour cell lines from different sources, which have widely variable effects [15]. Given the predisposition of certain tumour types for the induction of cachexia, there are likely to be one or more molecular mechanisms that underpin whether a tumour will be cachectogenic, yet the heterogeneity and complexity of higher models makes the identification of pro-wasting mechanisms very difficult.

*Drosophila* has been successfully utilised as a model system to understand the growth and development of cancer [16,17,18] and to investigate the communication between host tissues and the tumour itself [19,20,21,22]. Several adult *Drosophila* tumour models have been used to identify tumour-secreted factors contributing to peripheric tissue wasting [23,24], making tumours refractory to the action of pro-wasting factors [25] and driving host anorexia [26]. A *Drosophila* larval model of high-sugar diet (HSD)-enhanced tumourigenesis identified important metabolically induced molecular changes within tumours driving muscle wasting [27]. While these studies have provided invaluable insight into tumour driven mechanisms of cancer cachexia, less is known about the molecular changes occurring within peripheric tissues and their functional role in tumour-driven host tissue wasting.

Here, we analyse several genetically defined larval *Drosophila* tumour models and show that only some of them recapitulate molecular and phenotypic aspects of cancer cachexia. We closely characterize the aetiology of the process and define primary versus secondary factors contributing to cachexia. Our results unambiguously point to the genetic characteristics of the tumour, rather than tumour burden or anorexia, as key primary determinants in the development of cachexia. We analysed transcriptional changes in wasting muscles and identify molecular pathways involved in wasting. Importantly, we establish a novel *Drosophila* larval model of cancer cachexia using a dual-driver system that allows parallel and independent genetic manipulation of muscle and tumour and which would facilitate studies of host-tumour interactions in cachexia and beyond.

## 2. Results and Discussion

### 2.1. Cachexia Is Dependent on Tumour Genotype

Loss of function mutations in cell polarity genes can induce neoplastic tumour formation in larval imaginal discs. These transformed neoplastic epithelial discs result in larval developmental delay and eventual death [16,28,29]. Expression of oncogenic *Ras^V12^* in these neoplastic tumours creates more aggressive invasive tumours that are able to invade distal tissues [18,28]. Hyperplastic tumours can also be generated in *Drosophila* by hyperactivation of the Hippo pathway [24,29]. As in human cancer patients, adult *Drosophila* tumour models have revealed heterogenous wasting phenotypes dependent on tumour genetics and location as well as dietary conditions [23,24,27]. Therefore, to identify some key features driving cachexia-like tissue wasting by tumours, we analysed the impact on muscle wasting of genetically distinct tumours in otherwise similar settings.

We generated different tumour types in larval imaginal discs in order to assess whether cachectic phenotypes could be observed in these animals and compared tumour-bearing and tumour-free animals. We quantified three phenotypic parameters associated with the human syndrome: tumour burden, cachexia-like muscle tissue wasting, and the presence of lipid droplets within muscles (Figure 1A). The latter was used as a parallel of the characteristic intramyocellular lipid droplet (IMLD) accumulation observed in human cancer cachexia [30]. Cachectic muscle wasting was quantified by assessing the percentage coverage of the cuticle by body wall muscle, tumour burden by assessing imaginal disc volume, and IMLDs by quantifying the frequency of lipid droplets per unit area of the 5th segment of the 7th ventral muscle (Figure 1A).

We induced hyperplastic wing disc tumours through expression of constitutively active Yorkie (Yki), *Yki^S168A^* using the *rotund-gal4* driver. To model non-invasive neoplastic tumours, we used homozygous *discs large* (*dlg*) mutant animals, *dlg^40.2^*. Invasive neoplastic tumours were produced either through the formation of eye disc-specific *scribbled* mutant clones (*scrib^1^*) expressing *Ras^V12^* (*Ras^V12^*, *scrib^1^*) or expression of *Ras^V12^* and *scrib^IR^* under the control of *hedgehog-Gal4* (*Ras^V12^*, *scrib^IR^*) (Figure 1B–F and Figure S1).

As previously demonstrated, neoplastic tumours induce developmental delay [31] (Figure S1). A mild muscle wasting phenotype was detected at 9 days after egg deposition (AED) in delayed animals with *Ras^V12^*, *scrib^1^* or *Ras^V12^*, *scrib^IR^* invasive neoplastic tumours as quantified by the coverage of the larval cuticle by body wall muscle (Figure 1K). At 12 days AED a strong muscle wasting phenotype could be observed in these animals, while larvae with non-invasive neoplastic *dlg^40.2^* tumours showed a milder, though significant, wasting phenotype (Figure 1G–K and Figure S2). The characteristic IMLD phenotype seen in the wasting muscle of cachectic patients was recapitulated in the wasting muscle of cachectic larvae, although this phenotype was much milder in *dlg^40.2^* tumour-bearing larvae at 12 days AED and showed a non-significant trend (Figure 1L–P and Figure S3). Developmental delay alone was not sufficient to induce wasting, as tumour-free developmentally delayed *ecdysoneless* mutant (*ecd^1^*) larvae showed neither muscle wasting nor IMLD formation (Figure 1K,P and Figures S2 and S3). Consistent with a previous report, hyperplastic *Yki^S168A^* imaginal disc tumours were not cachectogenic [24], and showed neither larval muscle wasting nor IMLD formation (Figure 1H,K,M-M″,P).

Our results suggest that the genetic characteristics of the tumour, which define the tumour phenotype as either neoplastic or hyperplastic, and invasive or non-invasive, determine the presence and degree of cachectic muscle wasting. However, *Yki^S168A^* tumours did not induce the strong developmental delay seen in neoplastic tumour genotypes (Figures S1 and S3). Even though *Yki^S168A^* tumours developed to a much larger size than any other tumour at 6 days AED (Figure 1F and Figure S1), wasting only becomes evident in the context of extensive developmental delay, and in tumours significantly larger than those of the oldest occurring *Yki^S168A^* larvae (Figure 1B–K and Figures S1 and S2). It was therefore conceivable that longer developmental timing in the context of *Yki^S168A^* tumour burden might ultimately lead to cachexia. Indeed, hyperactivation of *Yki* in a model of adult intestinal tumourigenesis leads to peripheral host tissue wasting [23]. To test such possibility, we generated hyperplastic *Yki^S168A^* tumours in the background of the *ecd^1^* mutation, in order to produce large hyperplastic tumours in the context of developmental delay. We compared these tumours to cachectogenic *Ras^V12^*, *scrib^1^* tumours of the same size (Figure 2A,B,G), and found that *Yki^S168A^*, *ecd^1^* animals displayed no cachectic phenotypes of muscle wasting (Figure 2C,D,H) or IMLD formation (Figure 2E–F″,I).

Altogether, these results demonstrate that tumour burden in the context of developmental delay was not sufficient to drive cachexia and that it is the genotype of the tumour, which is critical to the presentation of muscle wasting. This is consistent with observations in human patients, where specific cancer types such as gastric and pancreatic cancers have a very high prevalence of cachexia (85% and 83%, respectively) [13] and more aggressive tumours are associated with the presentation of wasting even when small in size [12,32,33].

### 2.2. Starvation and Liquid Retention Are Not Sufficient to Drive Cachexia

Anorexia is one of the main clinical manifestations of cachexia and can drive tissue wasting [4]. A recent adult eye tumour model in *Drosophila* revealed a conserved mechanism by which pro-cachectic tumours induce anorexia, pre-ceding host tissue wasting [26] However, anorexia is not considered a primary driver of cancer cachexia, as reversing it is not sufficient to fully rescue the loss of tissue [34,35]. During normal development, *Drosophila* larvae feed almost constantly up until the wandering L3 stage. Given larvae stop feeding at the end of the L3 stage and developmentally delayed larvae persist in this stage, we next considered the possibility that the muscle wasting seen in tumour-bearing larvae could be a result of prolonged starvation.

To test our hypothesis, we quantified the amount of food ingested in 30 min at different time points by control *w^1118^* and *ecd^1^* larvae, and larvae with *Yki^S168A^*; *dlg^40.2^*; *Ras^V12^*, *scrib^1^* or *Ras^V12^*, *scrib^IR^* tumours (Figure 3A). As expected, larval feeding was decreased by the late L3 stage at 6 days AED (Figure 3B). However, in developmentally delayed larvae, no differences in the levels of feeding were observed past 8 days AED, where all larvae analysed, including tumour-free developmentally delayed *ecd^1^* larvae that do not undergo muscle wasting, had negligible food intake (Figure 3B). Forced starvation of *ecd^1^* larvae was not sufficient to drive wasting either (data not shown). We next examined the feeding behaviour of *Yki^S168A^*, *ecd^1^* animals in the same manner, and found no differences in food intake between non-wasting *Yki^S168A^*, *ecd^1^* animals and cachectic larvae with *Ras^V12^*, *scrib^1^* tumours (Figure 3C). Altogether, these data strongly suggest that starvation is not sufficient to induce muscle wasting in the context tumour burden in these larval models. However, as our experimental design does not allow us to measure nutrient absorption by the intestine, we cannot fully discard the possibility that differences in nutrient absorption between cachectic and non-cachectic models could contribute to tissue wasting.

Abdominal fluid accumulation is often present in cachectic cancer patients [4]. Similarly, bloating is a phenotype commonly associated with tumour-bearing larvae. Bloating is essentially the result of fluid retention, which generates an oedema-like phenotype where the larval cuticle, and therefore the body wall muscle, becomes stretched. Developmentally delayed tumour-bearing larvae contain a much larger amount of haemolymph than wild-type larvae [19], which gives rise to the characteristic ‘giant larvae’ phenotype seen in these animals.

Bloating can be induced in larvae carrying transheterozygous mutations for a regulator of BMP signalling, *larval translucida* (*ltl)* [36]. We found that ubiquitous expression of an RNAi for *ltl* (*ltl^IR^*) using a *tubulin-Gal4* driver (*tub > Gal4*) recapitulated the bloating phenotype observed in *ltl* mutants, allowing the assessment of body wall muscle in tumour-free, bloated larvae (Figure 3D–L). To ensure the duration of the bloating time was consistent between genotypes, *ltl^IR^* overexpressing larvae were examined at seven days AED to match the time *Ras^V12^*, *scrib^1^* animals spent in the bloated stage by twelve days AED (Figure 3F–I). Past this seven-day time point *ltl^IR^* larvae became much more distended than tumour-bearing animals, and some lethality occurred (data not shown). We saw no cachectic phenotypes in *ltl^IR^* larvae (Figure 3M–S). These results suggest that, as in the case of starvation, the mechanical stress caused by liquid retention is not sufficient to drive the body wall muscle wasting observed in cachectic tumour-bearing animals.

### 2.3. Inflammation and JAK/STAT Signalling Is Elevated in Cachectic Larval Models

*Scrib^−/−^*, *Ras^V12^* imaginal disc tumours induce cachexia when transplanted into adult hosts through ImpL2 secretion [24]. We therefore tested the involvement of *impL2* in *scrib^IR^*, *Ras^V12^* larval tumours driven by *hh-gal4* (Figure 1F,K and Figure S1J). Even though overexpression of *impL2* RNAi in this setting caused strong reduction in *impL2* in the tumour (Figure S4A), we did not observe suppression of skeletal muscle wasting (Figure S4B). A similar result was reported in a larval tumour model of diet-induced cancer cachexia [27].

To investigate which factors might be driving the cachectic wasting observed in our larval models we performed RNA sequencing (RNAseq) on cuticle and muscle of wild type and *Ras^V12^*, *scrib^1^* tumour-bearing larvae (Figure 4). 

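RNA was sequenced from cuticles, the larval body wall with its epidermis and skeletal muscles, after the internal organs had been removed. There were 3 samples from w1118 control larvae and 3 from larvae carrying MARCM clones of RasV12, scrib1 tumour cells in the eye discs. The sample labels give 7 days after egg laying for the control larvae and 10 days for the tumour-bearing larvae. Age and genetic background thus change together with the tumour in these samples. The column headers carry a different lane label for each sample, so sequencing lane cannot be separated from the groups either. The paper's methods name RasV12, scrib1 larvae among those shifted to another temperature during rearing, without saying whether this applied to the sequenced larvae. Rearing temperature may therefore differ between the groups too. The paper gives 30 cuticles per sample and a QIAGEN extraction, whereas the labels give 40 cuticles per sample and Trizol, and the series text a QIAGEN kit. The white gene, which w1118 larvae lack, had 2 counts over the 3 control samples and 54608 over the 3 tumour-bearing samples, a normalized ratio of 15821 (95% counting interval 4379.5 to 130644). The labels give the tumour-bearing larvae as themselves mutant for both white and yellow, with a cassette that joins the Actin 5C promoter to a yellow copy and GFP, and transgenes are commonly marked with a white copy, so the counts do not tell the endogenous genes from such copies. The yellow gene had a log2 fold change of 8.87 (standard error 0.55, adjusted p = 0.000453 from edgeR's quasi-likelihood test). Over the whole cuticle, Ras85D (log2 fold change 0.11, standard error 0.12, adjusted p = 0.490) and scrib (log2 fold change 0.63, standard error 0.21, adjusted p = 0.0540) did not pass the same test. Both passed with the libraries scaled by total counts alone, and scrib also with upper-quartile factors, with DESeq2, with at least 10 counts in every sample and without control replicate 2. The deposited table holds raw counts per gene, with 69920428, 75509624 and 84149121 counts in the control samples (median 75509624) and 77801818, 62617114 and 68179550 in the tumour-bearing samples (median 68179550). The submitters' processing notes name bcl2fastq, FastQC, TopHat, Bowtie, HTSeq and DESeq2 and the genome build BDGP6, without versions. The library kit does not mark strand, so reads of overlapping genes on opposite strands cannot be told apart. From the counts, genes with too few counts for a test were left out with edgeR's filter for 2 groups, the libraries were scaled by TMM, and the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05, with fold changes given as tumour-bearing over control. Among the alternatives, the authors' deposited p-values were adjusted again over the genes tested here. Scaling matters in these samples. The 20 most abundant genes took 32.6%, 35.9% and 25.9% of the counts in the control samples and 10.8%, 11.6% and 11.4% in the tumour-bearing samples, and the TMM factors were 0.709, 0.630 and 0.841 against 1.39, 1.33 and 1.44. With total counts in place of TMM, the median log2 fold change of all genes moved from 0.01 to 0.94, and 89.9% of the changed genes were higher, against 50.8% with TMM. The same scaling adds about this shift to the log2 fold change of each gene. With upper-quartile factors the median was 0.13. Sets of genes were compared with all other genes by camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over 37 lists written before the data were examined. No list passed when the correlation was estimated from the samples, which gave the highest adjusted p among the alternatives tried for each list that passed. The paper states for its experiments in general that they were repeated 2 or 3 times with tissue from at least 10 animals in each repeat, but neither it nor the labels say whether the 3 samples of a group are such repeats or came from separate cultures, so p-values measure the spread between these samples, which may be technical.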

Pathway and gene ontology analysis revealed significant deregulation of stress and starvation response genes, metabolic genes, and inflammation and immune regulatory genes within cachectic muscle of tumour bearing larvae (Figure 4A–C and Table S1). 

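In the cuticles of tumour-bearing larvae, most antimicrobial peptide genes rose and most genes of the epidermis and chitin fell, while genes of immune recognition and signalling went both ways. Among 23 antimicrobial peptide genes tested, 14 rose, 0 fell and 9 did not pass, with the same counts when adjusted over the list alone, and the median log2 fold change was 4.33. This median was 3.13 without tumour replicate 2, 3.65 without control replicate 1 and 5.45 without control replicate 3, and 3.51 with DESeq2, 3.54 with no filter on low counts and 5.07 with total counts (with at least 10 counts in every sample, 5 of 7 rose and the median was 3.57). IM4 and IM14, short peptides that the fat body secretes into the haemolymph in a Toll-dependent way, were among the largest changes: IM4 went from 3.76 ± 3.36 (SD, n = 3) to 21554 ± 7582 (SD, n = 3) normalized counts (log2 fold change 12.35, or a ratio of 9067 with a 95% counting interval of 3102 to 43965 without control replicate 3, standard error 0.73, adjusted p = 0.000414 from edgeR's quasi-likelihood test), and IM14 from 1.80 ± 3.11 (SD, n = 3) to 4513 ± 641 (SD, n = 3) (log2 fold change 10.91, or at least 1902-fold higher against 3 counts over the group without control replicate 3, standard error 0.67, adjusted p = 0.000441 from the same test). All of the few control counts of IM14 were in control replicate 3. In that sample the peptides had a median 1.30 above control replicates 1 and 2 on the log2 scale. The 27 listed peptide genes in the table, tested or not, held 0.00222%, 0.00208% and 0.0753% of all counts in control replicates 1, 2 and 3. In the tumour-bearing samples they held 0.295%, 0.284% and 0.253%, so control replicate 3 lay well above the other control samples. As a set, they stood above other genes (camera, adjusted p = 1.27e-05; adjusted p = 0.625 with an estimated correlation). Of 30 genes of immune recognition and Toll and Imd signalling, 12 rose and 4 fell, also when adjusted over the list alone, with 20 and 1 with total counts, and the set test did not pass (camera, adjusted p = 0.133). PGRP-LB, which degrades peptidoglycan, rose (log2 fold change 1.77, standard error 0.22, adjusted p = 0.00222 from edgeR's quasi-likelihood test), as did PGRP-LF (log2 fold change 1.87, standard error 0.34, adjusted p = 0.00773), whereas GNBP3, a recognition protein for fungi, fell (log2 fold change -2.22, standard error 0.15, adjusted p = 0.000478). The Toll inhibitor cact fell as well (log2 fold change -1.23, standard error 0.15, adjusted p = 0.00205), a call that was lost with total counts. Markers of haemocytes, the blood cells of the larva, were mostly higher as well: 9 of 13 rose and 1 fell, also when adjusted over the list alone (median 2.03; camera adjusted p = 0.0313; adjusted p = 0.642 with an estimated correlation, 0.330 with total counts, 0.0553 with upper-quartile factors and 0.0982 without control replicate 3, over a range of 0.00955 to 0.642). Of 11 genes of lipoproteins and lipid transport, 5 rose and 0 fell, with the same counts when adjusted over the list alone (median 0.49, 1.43 without control replicate 3, where 7 rose, and 1.39 with total counts; camera adjusted p = 0.103), led by the lipid transfer particle gene Apoltp, listed as CG15828 (log2 fold change 4.47, standard error 0.36, adjusted p = 0.000771 from edgeR's quasi-likelihood test), and the lipocalin Karl (log2 fold change 2.75, standard error 0.40, adjusted p = 0.00375). On the other side stood 81 genes of the epidermis and chitin, of which 51 fell and 6 rose (53 and 7 when adjusted over the list alone; median -3.79; camera adjusted p = 6.95e-08; adjusted p = 0.625 with an estimated correlation). Their median was -3.11 without control replicate 3, -4.63 without tumour replicate 3, -2.63 with DESeq2, -2.61 with no filter on low counts, -3.20 with the 20 most abundant genes left out and -3.01 with total counts. With total counts 43 fell and 13 rose, 3 rose without tumour replicate 1, and with at least 10 counts in every sample 31 fell and 3 rose. They held 19.3%, 19.4% and 15.5% of all counts in the control samples and 1.21%, 1.14% and 1.02% in the tumour-bearing samples. The larval cuticle protein Lcp3 fell from 2967111 ± 1755929 (SD, n = 3) to 788 ± 526 (SD, n = 3) normalized counts (log2 fold change -11.88, or -12.56 without tumour replicate 2, standard error 1.05, adjusted p = 0.000967), while Cpr47Eb rose (log2 fold change 7.00, or 8.14 without control replicate 2, standard error 0.95, adjusted p = 0.00297). Over all 10074 genes tested, 2393 were higher and 2320 lower in the tumour-bearing samples and 5361 did not pass, and 15 of the 37 gene lists passed the set test, 5 higher and 10 lower, whereas 0 passed with an estimated correlation, and other splits of the 6 samples into 3 and 3 passed up to 17 lists. Without tumour replicate 2 the changed genes numbered 3055, against 4713 with all samples, and with total counts 6189 were higher and 695 lower.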

Consistently with the developmental arrest displayed by tumour bearing larvae, we observed a reduced expression of genes involved in ecdysteroid metabolism and response. 

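Genes that respond to the moulting hormone ecdysone were lower more often than higher in tumour-bearing larvae, whereas those that make, break down or import it were mostly not separable between the groups. Of 24 ecdysone response genes, 12 fell, 2 rose and 10 did not pass, with the same counts when adjusted over the list alone, and their median log2 fold change was -1.13 (-0.23 with total counts, where 6 fell and 5 rose). The largest decrease was in ImpL3, which encodes lactate dehydrogenase, from 157144 ± 109513 (SD, n = 3) to 3308 ± 1137 (SD, n = 3) normalized counts (log2 fold change -5.57, or -4.98 without control replicate 2, standard error 0.77, adjusted p = 0.00322 from edgeR's quasi-likelihood test). ImpL3 is also in the list of glycolysis genes, ImpL2 in that of starvation and Eip55E in that of amino acid synthesis. The ecdysone response list is therefore not separate from those lists. ImpE2, induced by the hormone in imaginal discs, had a log2 fold change of -5.39 (standard error 1.46, adjusted p = 0.0270 from the same test), but -2.49 without control replicate 3, and its call was lost without each of the tumour-bearing samples and with the authors' p-values. The nuclear receptor gene ftz-f1 rose (log2 fold change 1.71, standard error 0.33, adjusted p = 0.00914), as did rig (log2 fold change 0.85, standard error 0.12, adjusted p = 0.00327), which encodes an ecdysone receptor cofactor and was not called with the authors' p-values. As a set the response genes stood below other genes (camera, adjusted p = 0.0144; adjusted p = 0.625 with an estimated correlation). Among 14 genes of ecdysteroid synthesis and turnover, 1 rose and 1 fell, also when adjusted over the list alone, and the set test did not pass (adjusted p = 0.748). Their median was -0.10, and its sign turned with total counts (0.81, with 7 higher), with upper-quartile factors (0.01) and without control replicate 3 (0.05). The gene that fell was shroud (sro), a steroid synthesis enzyme on chromosome 3R from 29794597 to 29795805 (Ensembl annotation of BDGP6), from 6297 ± 539.6 (SD, n = 3) to 1162 ± 239.6 (SD, n = 3) (log2 fold change -2.44, standard error 0.18, adjusted p = 0.000607 from edgeR's quasi-likelihood test). The gene that rose was Oatp74D, the importer that brings ecdysone into cells (log2 fold change 1.60, standard error 0.29, adjusted p = 0.00708).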

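Most genes of the tricarboxylic acid cycle and of the respiratory complexes fell in the cuticles of tumour-bearing larvae, whereas genes of lipid handling went both ways. In the tricarboxylic acid cycle and pyruvate dehydrogenase, 15 of 17 genes fell and 0 rose (16 and 0 when adjusted over the list alone), with a median log2 fold change of -1.62 (camera, adjusted p = 9.02e-05; adjusted p = 0.638 with an estimated correlation). The citrate synthase gene kdn fell from 41796 ± 33399 (SD, n = 3) to 4158 ± 456 (SD, n = 3) normalized counts (log2 fold change -3.33, or -2.59 without control replicate 2, standard error 0.75, adjusted p = 0.0148 from edgeR's quasi-likelihood test), a call lost without each of the tumour-bearing samples and with the authors' p-values. Mdh1, which the list also holds but which encodes the cytosolic malate dehydrogenase rather than that of the mitochondrial cycle, fell from 65095 ± 31281 (SD, n = 3) to 9028 ± 375 (SD, n = 3) (log2 fold change -2.85, standard error 0.39, adjusted p = 0.00300 from the same test). In respiratory complexes II, III and IV, 19 of 22 genes fell and 0 rose (21 and 0 when adjusted over the list alone), with a median of -1.98 (camera, adjusted p = 1.27e-05; adjusted p = 0.638 with an estimated correlation). Subunits of cytochrome c oxidase led this decrease, with CG9603, which encodes COX7A (log2 fold change -2.34, standard error 0.36, adjusted p = 0.00440 from edgeR's quasi-likelihood test), and CoVIb (log2 fold change -2.33, standard error 0.40, adjusted p = 0.00640). Of 11 genes of beta-oxidation, 2 rose and 4 fell (2 and 5 when adjusted over the list alone; camera adjusted p = 0.302), with the carnitine palmitoyltransferase gene whd among the higher (log2 fold change 1.14, standard error 0.17, adjusted p = 0.00387) and CG6543, an enoyl-CoA hydratase, among the lower (log2 fold change -1.65, standard error 0.33, adjusted p = 0.0103), and their median of -0.44 was 0.52 with total counts, where 6 rose and 1 fell. Of 14 genes of fatty acid synthesis and lipid droplets, 6 rose and 2 fell, also when adjusted over the list alone (median 0.51, 1.44 with total counts, where 8 rose and 0 fell; camera adjusted p = 0.133). The lipid droplet protein gene Lsd-2 rose from 5849.8 ± 1595 (SD, n = 3) to 32452 ± 4073 (SD, n = 3) (log2 fold change 2.47, standard error 0.25, adjusted p = 0.00129 from edgeR's quasi-likelihood test), while ATPCL, whose product supplies acetyl-CoA for fatty acid synthesis, fell (log2 fold change -2.34, or -1.73 without control replicate 3, standard error 0.48, adjusted p = 0.0108), a call lost with total counts. Relative to control replicates 1 and 2, control replicate 3 had a median of -1.46 for the cycle and -1.31 for the complexes on the log2 scale. The number of lower genes changed when single samples were left out. It was 8 for the cycle without control replicate 1 and 7 without each of the tumour-bearing samples in turn, and for the complexes 12 without tumour replicate 1 and 11 without tumour replicate 2, and with total counts it was 5 and 12.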

We also observed a dramatic decrease in several metabolic processes involved in critical cellular functions. Importantly, genes related to mitochondrial ATP synthesis, glucose metabolism and amino acid synthesis were downregulated, recapitulating key features of the human condition as well as other cachectic models [37,38,39,40,41].

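Most genes of mitochondrial ATP synthesis and of glycolysis fell in the tumour-bearing samples, those of amino acid synthesis fell more often than they rose, and most muscle structural genes fell alongside. In complex I, which passes electrons from NADH into the respiratory chain, 36 of 41 genes fell and 0 rose (39 and 0 when adjusted over the list alone), with a median log2 fold change of -1.38 (camera, adjusted p = 6.95e-08; adjusted p = 0.638 with an estimated correlation). The mitochondrially encoded ND3 fell from 33706 ± 14142 (SD, n = 3) to 4494 ± 588 (SD, n = 3) normalized counts (log2 fold change -2.91, standard error 0.38, adjusted p = 0.00263 from edgeR's quasi-likelihood test), and ND4 changed likewise (log2 fold change -2.38, standard error 0.30, adjusted p = 0.00222). In the ATP synthase, 13 of 14 genes fell and 0 rose, also when adjusted over the list alone, with a median of -2.15 (camera, adjusted p = 0.000146; adjusted p = 0.638 with an estimated correlation), led by Oscp (log2 fold change -2.75, standard error 0.24, adjusted p = 0.000883 from edgeR's quasi-likelihood test). In glycolysis and glucose storage, 18 of 21 genes fell and 0 rose (18 and 1 when adjusted over the list alone), and the median of -3.45 was the lowest of these lists, and -4.12 with at least 10 counts in every sample (camera, adjusted p = 6.64e-07; adjusted p = 0.625 with an estimated correlation). Gapdh1 fell from 437816 ± 233609 (SD, n = 3) to 11464 ± 1389 (SD, n = 3) (log2 fold change -5.26, standard error 0.50, adjusted p = 0.00114 from edgeR's quasi-likelihood test). Among 19 genes of amino acid synthesis, 10 fell and 4 rose, also when adjusted over the list alone, and the set test did not pass (median -1.01, adjusted p = 0.133), although it did with total counts (adjusted p = 0.00143, over a range of 0.00143 to 0.625). The glutamine synthetase genes Gs1 (log2 fold change -4.11, or -3.27 without control replicate 3, standard error 0.69, adjusted p = 0.00584 from edgeR's quasi-likelihood test) and Gs2 (log2 fold change -4.08, standard error 0.58, adjusted p = 0.00352) fell, whereas aay, a phosphoserine phosphatase of serine synthesis, rose (log2 fold change 2.25, standard error 0.34, adjusted p = 0.00418), as did CG9510, an argininosuccinate lyase (log2 fold change 2.13, standard error 0.26, adjusted p = 0.00206), whose counts are identical to those of CG9515 in every sample, so the reads of these genes cannot be told apart. Of 32 sarcomere and muscle protein genes, 19 fell and 3 rose (21 and 3 when adjusted over the list alone; median -2.28; camera adjusted p = 0.000986; adjusted p = 0.642 with an estimated correlation), and with total counts 7 rose. The sarcomere median was -1.64 without control replicate 2. Argk, the arginine kinase that buffers ATP in muscle, fell from 911424 ± 547934 (SD, n = 3) to 22269 ± 11847 (SD, n = 3) (log2 fold change -5.36, standard error 0.72, adjusted p = 0.00284 from edgeR's quasi-likelihood test), and Unc-89, of the sarcomere's M-line, fell (log2 fold change -5.04, or -4.32 without control replicate 2, standard error 0.91, adjusted p = 0.00717), while abba, a muscle protein with a role in sarcomere maintenance, rose (log2 fold change 1.72, standard error 0.21, adjusted p = 0.00199). Control replicate 3 lay towards the tumour-bearing samples in these lists, with medians -1.09 for complex I, -1.38 for the ATP synthase, -1.44 for glycolysis and -1.56 for the sarcomere relative to control replicates 1 and 2 on the log2 scale. The number of lower genes of complex I was 15 without control replicate 1 and 10, 12 and 13 without tumour replicates 1, 2 and 3, and 8 with total counts, and that of the ATP synthase was 6 without tumour replicate 1 and 5 without tumour replicate 2.

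**Figure D1:**
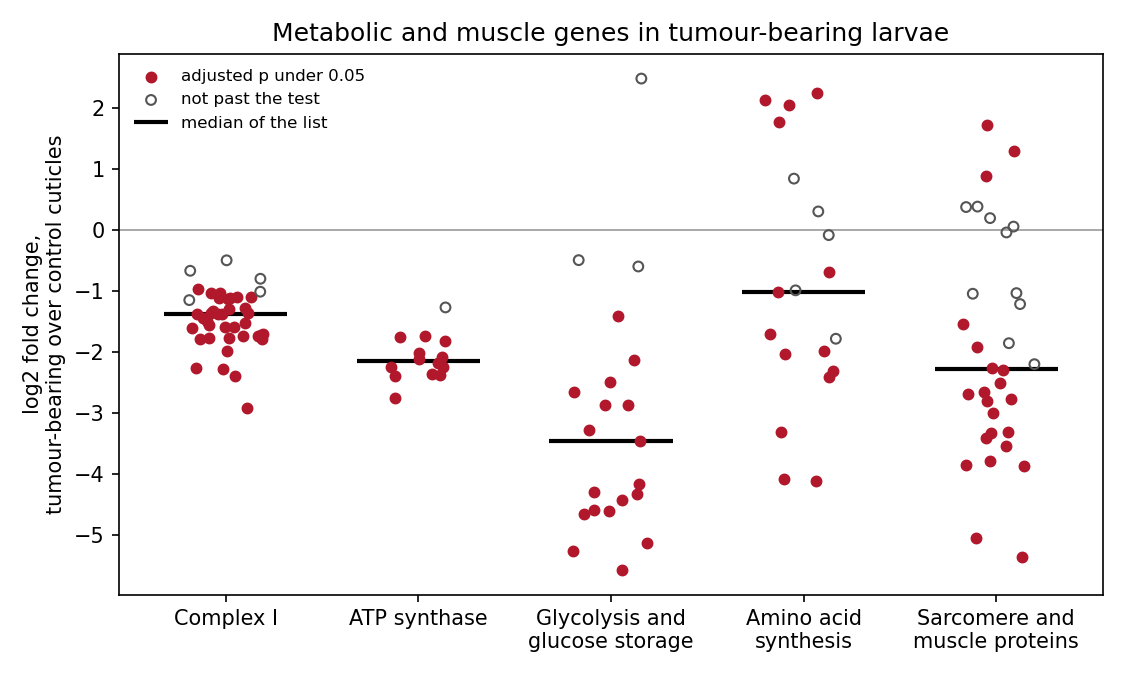
Log2 fold change, tumour-bearing over control cuticles, of each tested gene of 5 lists (3 samples per group, TMM scaling). Each point is a gene, filled where its adjusted p from edgeR's quasi-likelihood test was under 0.05, and the bar is the median of the list, which lies at -1.38 for complex I, -2.15 for the ATP synthase, -3.45 for glycolysis and glucose storage, -1.01 for amino acid synthesis and -2.28 for the sarcomere.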

RNAseq analysis of cuticles and wasting muscles also revealed upregulation of pathways involved in protein degradation, the response to starvation and oxidative stress (Figure 4B,C). 

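Among genes of the response to starvation and low insulin more rose than fell, most proteasome genes fell with TMM scaling but not with total counts, and autophagy genes went both ways with most not passing. Of 18 starvation and insulin/FOXO response genes, 8 rose, 1 fell and 9 did not pass (8 and 2 when adjusted over the list alone), with a median log2 fold change of 0.74, and with total counts 13 rose and with DESeq2 3 of 20 fell. The lipase gene Lip4, a FOXO target, rose from 56.5 ± 12.2 (SD, n = 3) to 7689.6 ± 2051 (SD, n = 3) normalized counts (log2 fold change 7.09, standard error 0.31, adjusted p = 0.000307 from edgeR's quasi-likelihood test), and sug, a transcription factor of sugar metabolism, rose as well (log2 fold change 2.65, standard error 0.50, adjusted p = 0.00840). As sug responds to dietary sugar, its rise is not by itself a sign of starvation. ImpL2, which binds and antagonises insulin-like peptides, fell from 47769 ± 24543 (SD, n = 3) to 12053 ± 3579.6 (SD, n = 3) (log2 fold change -1.99, standard error 0.45, adjusted p = 0.0154), a call lost with total counts and without tumour replicate 1 or 2. The set test of this list passed narrowly (camera, adjusted p = 0.0395, but 0.625 with an estimated correlation). Its call was also lost with total counts (adjusted p = 0.237), upper-quartile factors, DESeq2, no filter on low counts, and without control replicate 2 (0.0507) or 3 (0.0830). Over the alternatives the adjusted p ranged from 0.00210 with fry, which does not compare a list with other genes, to 0.625. Of 36 proteasome genes, 24 fell and 1 rose (30 and 1 when adjusted over the list alone), with a median of -0.80 that turned to 0.09 with total counts, where 0 fell and 3 rose. As a set they stood below other genes (camera, adjusted p = 8.95e-05; adjusted p = 0.673 with an estimated correlation). The lid subunit gene Rpn12 fell (log2 fold change -1.20, standard error 0.22, adjusted p = 0.00697 from edgeR's quasi-likelihood test), a call lost with total counts, and the gene that rose was Pros28.1B, a core subunit known from the testis, from 2.83 ± 1.74 (SD, n = 3) to 64.1 ± 22.9 (SD, n = 3) (log2 fold change 4.47, standard error 0.59, adjusted p = 0.00241). The lower proteasome genes numbered 3 without control replicate 1, 32 without control replicate 2, 21 without control replicate 3, 6 without tumour replicate 1, and 2 without tumour replicate 2 or 3. Of 27 genes of autophagy and lysosomal proteases, 8 rose, 2 fell and 17 did not pass, also when adjusted over the list alone (median 0.02, 0.97 with total counts, where 20 rose, -0.03 without control replicate 1 and -0.02 without control replicate 2; camera adjusted p = 0.506). Atg101, listed as CG7053, rose (log2 fold change 1.90, standard error 0.20, adjusted p = 0.00132 from edgeR's quasi-likelihood test), as did Pi3K59F, the lipid kinase of autophagosome formation (log2 fold change 1.00, standard error 0.16, adjusted p = 0.00508), whereas Atg9 fell (log2 fold change -1.55, standard error 0.19, adjusted p = 0.00203). The higher autophagy genes numbered 5 without control replicate 1 or without tumour replicate 2, and the lower ones 5 without control replicate 2 and 4 with DESeq2. Of 16 antioxidant defence genes, 0 rose and 5 fell, also when adjusted over the list alone. Their median was -0.19, and 0.76 with total counts, where 8 rose and 1 fell. The camera adjusted p was 0.0769, but 0.0286 without control replicate 3 and 0.0497 without tumour replicate 1. Over the alternatives it ranged from 0.0238 with fry, which does not compare a list with other genes, to 0.638. The mitochondrial peroxiredoxin gene Prx5 was among the lower (log2 fold change -1.52, standard error 0.24, adjusted p = 0.00463 from edgeR's quasi-likelihood test). Its counts are identical to those of CG7215 in every sample.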

Trypsin-like cysteine/serine proteases, suggested to be mediators of autophagy, were strongly upregulated in wasting muscles (Figure 4C). In addition, glutathione metabolism and disulphide bond formation were both increased suggesting that during wasting, muscles have to face a strong oxidative stress. 

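Serine proteases of the trypsin family changed in both directions in the cuticles. Of the 120 members tested, 37 rose, 26 fell and 57 did not pass, with the same counts when adjusted over the list alone. CG18477 and CG31780, whose counts are identical in every sample, stand as separate members among the higher, and with genes of identical counts kept once, 36 of 119 rose and 26 fell. Over all members the median log2 fold change was 0.26. This list, taken from the numbered serine proteases and their homologues in the RefSeq gene synonyms, was the 1 definition tried and was chosen after the results of the fixed protease lists had been seen. It did not stand apart from other genes (camera, p = 0.415; p = 0.650 with an estimated correlation). The genes named from it were chosen after their values were seen. Among them, Tequila, a chitin-binding protease, rose from 152 ± 25.8 (SD, n = 3) to 7838 ± 4419 (SD, n = 3) normalized counts (log2 fold change 5.68, standard error 0.49, adjusted p = 0.000931 from edgeR's quasi-likelihood test), and CG3355 fell from 1256 ± 58.5 (SD, n = 3) to 4.80 ± 4.07 (SD, n = 3) (adjusted p = 0.000587 from the same test, with a log2 fold change between -8.94 without tumour replicate 3 and -7.06 with total counts over the alternatives). Of 12 digestive trypsins and Jonah proteases, 1 rose and 0 fell, and none passed when adjusted over the list alone. With DESeq2, 7 of 23 fell. Try29F rose from 4.48 ± 4.32 (SD, n = 3) to 37.0 ± 9.54 (SD, n = 3) (log2 fold change 2.94, or a ratio of 15.7 with a 95% counting interval of 5.26 to 76.9 without control replicate 3, standard error 0.83, adjusted p = 0.0286 from edgeR's quasi-likelihood test), a call lost without control replicate 2 and without each of the tumour-bearing samples. Jon65Aiv had 231, 9.60 and 1938 normalized counts in the control samples, and its log2 fold change of -3.89 (standard error 1.88, adjusted p = 0.135 from the same test) was -1.32 without control replicate 3. The set test of this list did not pass (median -2.92, camera adjusted p = 0.604), but it did with total counts (adjusted p = 0.00693, over a range of 0.00693 to 0.885). The median was -0.61 without control replicate 3, where 2 rose and 0 fell, -2.31 without tumour replicate 2 and -2.11 with total counts. In control replicate 3 the list lay 4.05 above control replicates 1 and 2 at the median, on the log2 scale. Genes of the Jonah and trypsin clusters resemble each other closely, so the counting could split reads between neighbours. Of 11 clip-domain and other immune serine proteases, 4 fell and 0 rose, also when adjusted over the list alone (median -0.47, 0.47 with total counts, where 4 rose and 1 fell; camera adjusted p = 0.312), and 2 fell without each of the tumour-bearing samples in turn. The largest of these decreases was that of SPE, the protease that processes the Toll ligand Spätzle, from 2356 ± 912 (SD, n = 3) to 58.1 ± 30.9 (SD, n = 3) (log2 fold change -5.34, standard error 0.52, adjusted p = 0.00121 from edgeR's quasi-likelihood test).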

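Genes of glutathione metabolism and of protein folding in the endoplasmic reticulum changed in both directions, with more of them lower than higher. Of 39 glutathione genes, 7 rose, 16 fell and 16 did not pass (8 and 16 when adjusted over the list alone), and the median log2 fold change of -0.43 was 0.60 with total counts, where 16 rose and 3 fell. The glutathione S-transferase gene GstT4 rose from 5233 ± 2659 (SD, n = 3) to 20288 ± 1655 (SD, n = 3) normalized counts (log2 fold change 1.96, standard error 0.38, adjusted p = 0.00888 from edgeR's quasi-likelihood test) and GstE2 rose from 37.9 ± 10.5 (SD, n = 3) to 146 ± 43.3 (SD, n = 3) (log2 fold change 1.95, standard error 0.38, adjusted p = 0.00909). GstD3 fell (log2 fold change -4.49, or -5.45 without tumour replicate 3, standard error 0.73, adjusted p = 0.00526), as did GstO3, from 26369.8 ± 1430.4 (SD, n = 3) to 5604 ± 91.2 (SD, n = 3) (log2 fold change -2.23, standard error 0.12, adjusted p = 0.000375). The set test did not pass (camera, adjusted p = 0.105), but it did, below other genes, with total counts (adjusted p = 0.0148) and without control replicate 3 (0.0370), over a range of 0.0148 to 0.680. The list of oxidative protein folding in the endoplasmic reticulum holds chaperones beside enzymes of disulphide bonds. In it 2 of 13 genes rose and 5 fell (2 and 6 when adjusted over the list alone). The median of -0.61 was 0.30 with total counts, where 5 rose and 1 fell. Ero1L, the oxidase that drives disulphide bond formation, was 1 of the genes that rose (log2 fold change 0.84, standard error 0.09, adjusted p = 0.00146 from edgeR's quasi-likelihood test; not called with the authors' p-values), whereas windbeutel (wbl), a relative of protein disulphide isomerases, fell (log2 fold change -6.50, or -8.97 without tumour replicate 3, standard error 1.35, adjusted p = 0.0112). The number of lower folding genes was 8 without control replicate 2, 2 without tumour replicate 2, and 3 without control replicate 1 and without tumour replicate 1 or 3. Their set test did not pass (camera, adjusted p = 0.133) except without control replicate 2 (adjusted p = 0.0290, over a range of 0.0290 to 0.680). Of 69 cytochrome P450 genes, the monooxygenases that share in detoxification, 25 rose and 17 fell, also when adjusted over the list alone (median 0.66; with total counts 40 and 9; camera adjusted p = 0.133, 0.0439 without control replicate 2, over a range of 0.0439 to 0.795). Cyp6a8 was at 0 in every control sample and had 274 ± 77.3 normalized counts (SD, n = 3) in the tumour-bearing samples, at least 196-fold higher against 3 counts over the control group, or at least 112-fold without control replicate 3. Cyp4e3 rose (log2 fold change 8.87, or 10.20 without control replicate 2, standard error 1.43, adjusted p = 0.00507 from edgeR's quasi-likelihood test) and Cyp9b2 fell (log2 fold change -5.43, standard error 0.35, adjusted p = 0.000459), and without tumour replicate 1 the lower P450 genes numbered 11.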

Ubiquitin driven protein degradation has also been reported to be a driver of muscle wasting in both sarcopenia and cancer-induced cachexia [42]. Amongst the proteins involved in this process, the F-BOX ubiquitin ligase family member Atrogin-1 seems to be an important player in this muscle degradation process [43]. Interestingly, the closest fly *Atrogin-1* homologous gene, *CG11658*, was upregulated in our RNAseq analysis (Table S1) suggesting a potential further analogy with the human condition. 

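CG11658, the fly gene closest to the muscle ubiquitin ligase gene Atrogin-1, lies on chromosome 3L from 11699496 to 11708553 in the Ensembl annotation of BDGP6. It had 2559 ± 2159 (SD, n = 3) normalized counts in the control samples and 7534 ± 1120.5 (SD, n = 3) in the tumour-bearing samples. The control samples differed among themselves, with 1578, 1064 and 5034 normalized counts, while the tumour-bearing samples had 7216, 8779 and 6606, each above every control sample. The log2 fold change was 1.56 (standard error 0.59) and did not pass (adjusted p = 0.0748 from edgeR's quasi-likelihood test). Without control replicate 3 it was 2.49 (adjusted p = 0.000560), the lowest adjusted p among the alternatives, and it reached 0.187 without control replicate 1. The call was also made by DESeq2 (adjusted p = 0.0158) and with total counts in edgeR (adjusted p = 0.0226), and the authors' deposited table gives an adjusted p of 0.0160.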

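JAK/STAT signalling, in which cytokines of the Unpaired family bind the receptor Domeless and activate the transcription factor Stat92E, was represented by 19 tested genes in a list of the pathway and its targets. Of these, 9 rose in the cuticles of tumour-bearing larvae, 1 fell and 9 did not pass, also when adjusted over the list alone, with a median log2 fold change of 0.67, and with total counts 15 rose. Socs36E, a feedback inhibitor and target of the pathway on chromosome 2L from 18138675 to 18152417 (Ensembl annotation of BDGP6), rose from 1776 ± 162 (SD, n = 3) to 9115 ± 1771 (SD, n = 3) normalized counts (log2 fold change 2.36, standard error 0.18, adjusted p = 0.000737 from edgeR's quasi-likelihood test). The target genes zfh1 (log2 fold change 2.36, standard error 0.20, adjusted p = 0.000857) and chinmo (log2 fold change 1.76, standard error 0.28, adjusted p = 0.00474), both transcription factors, rose as well, and so did the receptor gene dome, from 4363 ± 1069.9 (SD, n = 3) to 9892 ± 104 (SD, n = 3) (log2 fold change 1.18, standard error 0.19, adjusted p = 0.00485). The transcript of Stat92E itself had a log2 fold change of 0.12 (standard error 0.13, adjusted p = 0.499 from the same test), and it passed with total counts. The gene that fell was ken, a transcriptional repressor of some targets (log2 fold change -0.81, standard error 0.22, adjusted p = 0.0248 from edgeR's quasi-likelihood test), which had a log2 fold change of 0.12 with total counts and lost its call without control replicate 1, without tumour replicate 1 or 2, and with the authors' p-values. As a set the genes stood above other genes (camera, adjusted p = 0.0135, but 0.625 with an estimated correlation and 0.0556 with total counts). Over the alternatives the adjusted p ranged from 0.000711 with fry, which does not compare a list with other genes, to 0.625. Haemocyte markers rose in the same samples, with 9 of 13 higher at a median of 2.03. Of the 16 genes labelled in Fig. 4D that could be matched, 8 rose, 0 fell and 8 did not pass. Of these 16, 5 are also in the list above, namely Socs36E, zfh1, chinmo, dome and Ptp61F, and each of them rose. The count and the set test of that list are therefore not independent of the genes shown in the figure. The paper does not say how the genes of Fig. 4D were chosen, so they are not taken as independent evidence of direction. Besides those named, crb (log2 fold change 1.31, standard error 0.18, adjusted p = 0.00295), Nop56 (log2 fold change 1.13, standard error 0.17, adjusted p = 0.00433), Ptp61F (log2 fold change 0.55, standard error 0.10, adjusted p = 0.00734) and th (log2 fold change 0.65, standard error 0.17, adjusted p = 0.0255) rose in edgeR's quasi-likelihood test, the call of th being lost without each sample except control replicate 3, and those of th and Ptp61F with the authors' p-values. The others had log2 fold changes between -1.17 for lama (0.84 without control replicate 3) and 0.73 for slbo, with vvl at -0.06 (0.88 with total counts), and 6 of them passed with total counts.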

Finally, conserved signalling pathways mediating the cellular response to inflammatory cytokines were increased in wasting muscles, including multiple targets of the Janus Kinase/Signal Transducer and Activator of Transcription (JAK/STAT) signalling pathway (Figure 4D). This matches well with mammalian studies that have implicated JAK/STAT signalling in cachectic muscle wasting, either through the autonomous action of JAK/STAT signalling in the muscle [44,45,46] or the systemic action of the JAK/STAT pathway ligand IL-6 [39,47,48,49,50,51].

TNF-α was originally known as the ‘cachectic hormone’. Systemic increase in TNF-α and IL-6 are hallmarks of cancer cachexia [1]. However, anti-TNF-α therapies have been used for the treatment of cancer cachexia without much success [52,53]. Interestingly, the gene encoding for Wengen (*wgn*), a *Drosophila* TNF-α/Egr receptor [54,55] and downstream JNK singling were also upregulated in wasting muscles (Table S1). 

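The receptor gene wgn rose in the cuticles of tumour-bearing larvae, and so did a part of the genes of TNF and JNK signalling. On chromosome X from 18624042 to 18634908 (Ensembl annotation of BDGP6), wgn had 2992 ± 847 (SD, n = 3) normalized counts in the control samples and 8719 ± 747 (SD, n = 3) in the tumour-bearing samples (log2 fold change 1.54, standard error 0.22, adjusted p = 0.00332 from edgeR's quasi-likelihood test), and it was higher in each tumour-bearing sample than in every control sample. Of 24 genes of TNF and JNK signalling, 12 rose, 1 fell and 11 did not pass, also when adjusted over the list alone, with a median log2 fold change of 0.57, and with DESeq2 3 fell. The transcription factor gene Ets21C, induced by JNK, had the largest increase, from 161 ± 34.8 (SD, n = 3) to 7659 ± 938 (SD, n = 3) (log2 fold change 5.57, standard error 0.22, adjusted p = 0.000256 from the same test). Traf4, an adaptor between the receptor and the JNK cascade, rose from 499.9 ± 73.0 (SD, n = 3) to 2039 ± 325 (SD, n = 3) (log2 fold change 2.03, standard error 0.17, adjusted p = 0.000844). The gene that fell was bsk, which encodes JNK itself (log2 fold change -0.37, standard error 0.09, adjusted p = 0.0159), and it was higher with total counts (0.56). The call of bsk was lost with upper-quartile factors, without control replicate 1, without each of the tumour-bearing samples and with the authors' p-values. As a set the genes stood above other genes (camera, adjusted p = 0.0395, but 0.625 with an estimated correlation). This call was also lost with total counts (adjusted p = 0.133), without control replicate 2 (0.0842) and without tumour replicate 2 (0.0533). Over the alternatives the adjusted p ranged from 0.00337 with fry, which does not compare a list with other genes, to 0.625. The tumour-bearing samples also had 9 of 13 haemocyte markers higher, at a median of 2.03.

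**Figure D2:**
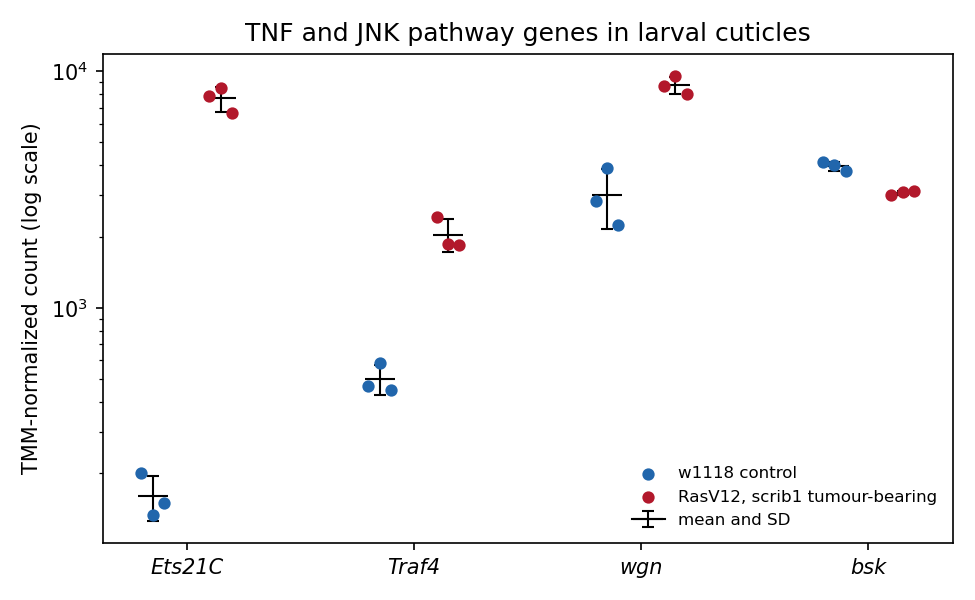
TMM-normalized counts of Ets21C, Traf4, wgn and bsk on a log scale, in 3 control and 3 tumour-bearing cuticle samples. Each point is a sample, with the mean and SD of each group as a bar. The tumour-bearing samples lie above all control samples for Ets21C, Traf4 and wgn, and below them for bsk, whose log2 fold change of -0.37 is 0.56 with total counts.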

Altogether, these data suggest that cachectic larval tumour models recapitulate multiple cellular and molecular manifestations of the human syndrome. In particular, the conserved activation of JAK/STAT and TNF-α signalling in cachectic muscles recapitulates the ‘high inflammation’ hallmark of cancer cachexia [51,56,57].

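The cytokine genes upstream of both pathways were also higher in the cuticles of tumour-bearing larvae, from low levels in the control samples. The Unpaired ligand genes upd2 and upd3, fly counterparts of IL-6 family cytokines, rose from 6.91 ± 7.35 (SD, n = 3) to 144 ± 67.7 (SD, n = 3) normalized counts (log2 fold change 4.40, or 5.73 without control replicate 1, standard error 0.83, adjusted p = 0.00811 from edgeR's quasi-likelihood test) and from 13.2 ± 7.22 (SD, n = 3) to 256 ± 72.3 (SD, n = 3) (log2 fold change 4.29, standard error 0.52, adjusted p = 0.00200 from the same test). The TNF gene egr, on chromosome 2R from 10078366 to 10084210 (Ensembl annotation of BDGP6), rose from 736 ± 86.9 (SD, n = 3) to 1490.0 ± 136 (SD, n = 3) (log2 fold change 1.02, standard error 0.13, adjusted p = 0.00233). In these samples 9 of 13 haemocyte markers were higher as well, at a median of 2.03. From its data as a whole, the paper proposes that the larval tumour models share several cellular and molecular features of human cachexia, and it states that the activation of both inflammatory pathways in the muscle matches the inflammation seen in patients.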

### 2.4. Establishing a Dual-Driver System to Study Tumour/Host Interactions in Cancer-Induced Cachexia

We next set up a *Drosophila* larval model carrying a dual driver system (DDS) that would allow concomitant, yet independent, genetic modifications of tumour and peripheral tissues. To achieve this, we used the *Neurospora crassa* derived QF/QUAS/QS system [58] to generate *QUAS-RFP* labelled control (Figure 5A,A′) or *scrib^1^*; *QUAS-Ras^V12^* MARCM clones (Figure 5B,B′) within the larval eye/antennal disc using the imaginal disc driver *ET40-QF,* while sparing the *Gal4/UAS* system [59] to express transgenes of interest in the body wall muscles using *mhc-gal4* (Figure 5A,B′). Consistent with our findings in the conventional *scrib^1^*; *Ras^V12^* tumour model (Figure 1), tumours generated using our DDS system led to sever hyperplasia of the eye imaginal discs (Figure 5C), larval developmental delay and muscle wasting (Figure 5D). Furthermore, molecular assessment by RT-qPCR confirmed upregulation of the JAK/STAT signalling target *Socs36E*, *wgn* and *CG11658/Atrogin-1* expression in muscles from animals with DDS generated *scrib^1^*; *Ras^V12^* clones (Figure 6A–C).

### 2.5. Muscle Autonomous JAK/STAT and TNF-α Signalling Drive Tumour-Induced Muscle Tissue Wasting in Drosophila

Given the recognised importance of TNF-α and JAK/STAT signalling in human cancer cachexia [1], as a proof-of-principle, we used our DDS system to assess the functional role of these pathways in muscle wasting upon tumour bearing. To achieve this, we overexpressed RNA interference (RNAi) for *stat* and *wgn*, in the muscle of *scrib^1^*; *Ras^V12^* tumour bearing larvae. Knocking down either gene impaired progressive muscle wasting in tumour bearing animals (Figure 6D–K) suggesting that activation of JAK/STAT and TNF-α signalling in skeletal muscle of tumour bearing larvae contributes to muscle wasting induced by tumour in this model. Future studies would explore the origin of the signals activating JAK/STAT and TNF-α signalling in cachectic muscles, a potential interconnection between these two inflammatory pathways and the downstream molecular mechanisms through which they promote muscle degradation.

Altogether, we present previously uncharacterized models of tumour induced cachexia in developing *Drosophila* and generate a paradigm to investigate tumour/skeletal muscle crosstalk during cachexia, which may be also adapted for additional studies on tumour/host interactions in vivo.

## 3. Materials and Methods

### 3.1. Drosophila Stocks

A list of all fly stocks and the full genotypes of experimental crosses presented here can be found in Table S2.

Dual driver system: The *QUAS-Ras^V12^* fly line has been generated for this study. Whole fly genomic DNA was extracted from flies carrying a *UAS-Ras^V12^* transgene, using the Omega Ezna Insect DNA kit (Omega Bio-tek, Inc., Norcross, GA, USA). *Ras^V12^* was PCR amplified using primers containing EcoRI and XbaII restriction sites (forward: *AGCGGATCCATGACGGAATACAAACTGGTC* reverse: *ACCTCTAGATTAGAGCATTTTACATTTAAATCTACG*, respectively). The amplified *Ras^V12^* PCR product was digested with the corresponding restriction enzymes and cloned into a *pQUAST* vector (Addgene number 24349; Addgene, Watertown, MA, USA) using standard experimental procedures described in [58]. The *pQUAST-Ras^V12^* construct was sent for injection (Rainbow Transgenic Flies, Inc., Camarillo, CA, USA). Transgenic flies carrying *QUAS-Ras^V12^* on the third chromosome were used for experiments.

### 3.2. Fly Husbandry and Genetics

All crosses were kept in temperature-controlled incubators with a 12 h light/dark cycle and raised on standard fly medium. Crosses were generally performed at 25 °C, apart from *ecd^1^* larvae and *Ras^V12^*, *scrib^1^* and *Yki^S168A^*, *ecd^1^* larvae, which were maintained at 22 °C for 4 days AED, and then shifted to 29 °C to induce *ecd^1^*-dependent developmental delay.

### 3.3. Immunofluorescent Staining

Cuticles and tumours were dissected on Sylgard plates in 1X PBS, and subsequently fixed on the plate in 4% formaldehyde (Polysciences, Inc., Oak Ridge, TN, USA) for 30–40 min. After fixation, tissues were transferred to a nine-well glass dissection plate for three wash steps of 15 min, on an orbital shaker at 80 rpm.

Cuticles were washed and stained in 0.05% Saponin in PBS (PBSS), while tumours were washed and stained in PBS containing 0.1% Triton X-100 (PBST). Cuticles were stained overnight at 4 °C with DAPI, Phalloidin-488 (Invitrogen, Waltham, MA, USA) at 1:100, and LipidTOX Deep Red (Thermofisher Scientific, Waltham, MA, USA) at 1:500. Cuticles were washed 3 times in PBSS before mounting on glass slides in Vectashield mounting media without DAPI (Vector Laboratories, Inc., San Francisco, CA, USA). Tumours were stained overnight at 4 °C with DAPI, washed three times in PBST and mounted on glass slides with a spacer in Vectashield mounting media without DAPI.

### 3.4. Imaging and Image Processing

All immunofluorescent images were captured on a Zeiss 710 confocal microscope system (Carl Zeiss AG, Jena, Germany). Brightfield images were captured on a Leica M205 FA microscope with Leica DFC 500 camera (Leica, Wetzlar, Germany). Image processing was carried out in ImageJ (NIH, Bethesda, MD, USA) and figure panels were created in Adobe Photoshop CS5 (Adobe, San Jose, CA, USA).

### 3.5. QPCR

RT-qPCRs were done on 2–4 biological replicates. Each sample/biological replicate was prepared with tissue from 5–10 larvae. Samples were homogenised using a pestle and mortar, and RNA was extracted using QIAGEN RNA extraction columns with DNAse treatment (Qiagen, Hilden, Germany). cDNA conversion was performed using the High-Capacity cDNA reverse transcription kit (Applied Biosystems, Waltham, MA, USA). SYBR Green FastMix Low ROX (Quanta Bio, Plain City, OH, USA) was used for qPCRs. The expression of target genes was assessed relative to the expression of the *rpl32* housekeeping gene, with a series of 10-fold sample dilutions used to produce a standard curve to quantify expression. qPCR was performed on Applied Biosystems 7500 Fast Real Time PCR machine (Applied Biosystems, Waltham, MA, USA) and analysed using the system software. Melt curves were generated for the first use of each primer pair to ensure no primer-dimer or multiple product formation occurred. Primer pairs used can be found in Table S3.

### 3.6. Quantification of the Percentage of Body Wall Muscle Covering the Cuticle

To quantify systemic body wall muscle wasting in larvae the following method was developed, using ImageJ software. LSM Z-stack tile-scans of whole cuticles taken at 10X were analysed. Images underwent maximal Z-projection, channels were merged into a composite image, and then the composite was stacked to an RGB image. The outline of the cuticle was then manually delineated, and the area of this selection was measured in pixels, to provide the value for the area of the whole cuticle. The area outside this selection was then cleared, to ensure that no signal outside of the specific area of interest was quantified. Actin in muscle was stained with phalloidin, with signal intensity presented in ImageJ’s standard green look-up table. The Colour Threshold tool was then used to detect the green pixels that represented the actin in muscle. The Hue slider was set to include only the green region of the colour spectrum, and the Brightness slider was adjusted to alter the threshold call to remove any background staining. Once muscles were highlighted, this area was selected and measured in pixels. The percentage coverage of the cuticle by muscle was then calculated from these figures by dividing the value for total pixel area of muscle by the value for total pixel area of the whole cuticle and multiplying by 100.

### 3.7. Quantification of Lipid Droplet Frequency in Ventral Muscle

To provide a quantitative measure of the lipid droplet phenotype in wasting muscle the following method of quantifying the frequency of lipid droplets observed in muscle was developed, using the ImageJ software. LSM Z-stacks of the 5th segment of the 7th ventral muscle underwent maximal Z-projection, and the channels were merged to form a composite image. The outline of the muscle was manually delineated, and the outline saved to the Region of Interest (ROI) manager. The area of this selection was then measured in pixels and recorded. The channel for LipidTOX dye that stained lipid droplets was then isolated, and the channel converted to an RGB image. The ROI manager of the muscle outline was used to highlight the region of the image previously selected, and all areas of the image outside of this region were excluded. The number of lipid droplets in the muscle was then calculated using the Analyse Particles tool, with settings of Size: 1–3 μm, and Circularity: 0.30–1.00. The number of lipid droplets was then divided by the area of muscle in pixels, to provide a comparable measure of the frequency of lipid droplets per unit area of muscle.

### 3.8. Quantification of Tumour Volume

The Volocity 3D image analysis software (Volocity 6.3.0, Quantitation [Analysis 2D, 3D, 4D] + Base Package) (Quorum Technologies Inc., Puslinch, Ontario, Canada) was used in the quantification of tumour volume. Tumour images were cropped to include only the individual tumour, and the software was used to calculate tumour volume. Tumour volume was determined based on the quantification of the total volume of DAPI signal in the LSM Z-stack. The ‘Fill Holes in Object’ plugin was utilised to ensure that the small spaces between nuclei were included in the quantification for a more accurate assessment of total tumour volume. This quantification process produced a raw data table listing the volume of each surface identified in the image of the tumour. The total volume was then calculated by identifying the sum of all the surfaces identified in each tumour image, using the Volocity results Analysis package.

### 3.9. Larval Feeding Assessment

Fly food made in the Beatson Central Services unit was melted in a microwave. Food was left to cool until hand-hot, and Erioglaucine Disodium salt (Sigma, St. Louis, MO, USA) was added at a concentration of 0.01 g/mL. Larvae were collected and washed with distilled water in a nine-well glass dissection plate, then added to the coloured food for 30 min. Larvae were removed and washed to remove traces of coloured food. Single larvae were then placed in 1.5 mL Eppendorf tubes (Eppendorf, Hamburg, Germany) and snap frozen on dry ice, ready for quantification. Frozen samples were lysed in 100 μL distilled water using a pestle and spun at 4 °C at 10,000 rpm for seven minutes to remove tissue fragments. The supernatant was then collected and 50 μL was added to a 96-well tissue culture plate (Falcon, Lagos, Nigeria). Dye standards at 0.000, 0.003, 0.006, 0.012, 0.025 and 0.050 μg/μL were also added to generate a standard curve for dye concentration. The intensity of the dye was analyzed using a Tecan Sunrise plate-reader (Tecan AG, Switzerland), with OD absorption set at 630 nm. The OD value of blank wells was subtracted from all standards, and these normalized values were used to generate a standard curve. OD values for samples were similarly normalized, and the standard curve was then used to calculate the concentration of the dye in each well. This dye concentration was then multiplied by the volume of the buffer the larva was lysed in (100 μL) to provide an absolute value for the mass of the dye ingested by each individual larva.

### 3.10. RNA Sequencing

Individual larval cuticle and muscle samples were dissected as previously described, including the removal of the anterior of the animal with microscissors to exclude the mouthparts and spiracles. As soon as viscera were removed cuticles were frozen in a collection Eppendorf tubes placed on dry ice.

RNA from 30 cuticles plus skeletal muscle per sample was extracted using QIAGEN RNA extraction kits with DNAse treatment, with tissue dissociated using a pestle and mortar and then by a QIAshredder column (QIAGEN). RNA quality was assesed on a Bioanalyzer, and quantity was estimated using a NanoDrop spectrophotometer (Thermofisher Scientific, Waltham, MA, USA).

Suitable RNA samples were passed to the Beatson Molecular Technology Service, who performed cDNA library preparation and ran the RNAseq on the Illumina GAIIx sequencer (Illumina, In., San Diego, CA, USA). Raw data were processed by the Beatson Institute Computational Biology group, who analysed the data to generate tables of all genes detected in the RNAseq, and the Log2 fold change of gene expression in the cuticles of *Ras^V12^*, *scrib^1^* tumour-bearing larvae as opposed to the cuticles from the *w^1118^* control. Heatmaps were generated using the MeV software. The read counts of genes of interest were mean-centred to provide a comparable measure of up- or downregulation of gene expression in the cuticles of *Ras^V12^*, *scrib^1^* tumour-bearing, or *w^1118^* control larvae. The table containing full RNAseq data can be found in Table S1.

### 3.11. Statistics and Reproducibility

Graphs were generated using GraphPad Prism 6 (GraphPad Software, San Diego, CA, USA). *t* test was for two-group comparisons and one-way ANOVA with Tukey or Dunnett post hoc corrections was used for comparison of multiple samples. Relevant p-values are included in figure legends. With the exception of the data in Figure 6K and Figure S4B all experiments were repeated 2 or 3 times and contain tissue samples from at least 10 animals (*n*) per repeat. Data in Figure 6K and Figure S4B corresponds to biological duplicates with a total of 8–13 animals. Each dot in dot plot graphs correspond to an individual sample (*n*). Mean ± SEM is indicated in each graph.

## Figures and Tables

**Figure 1:**
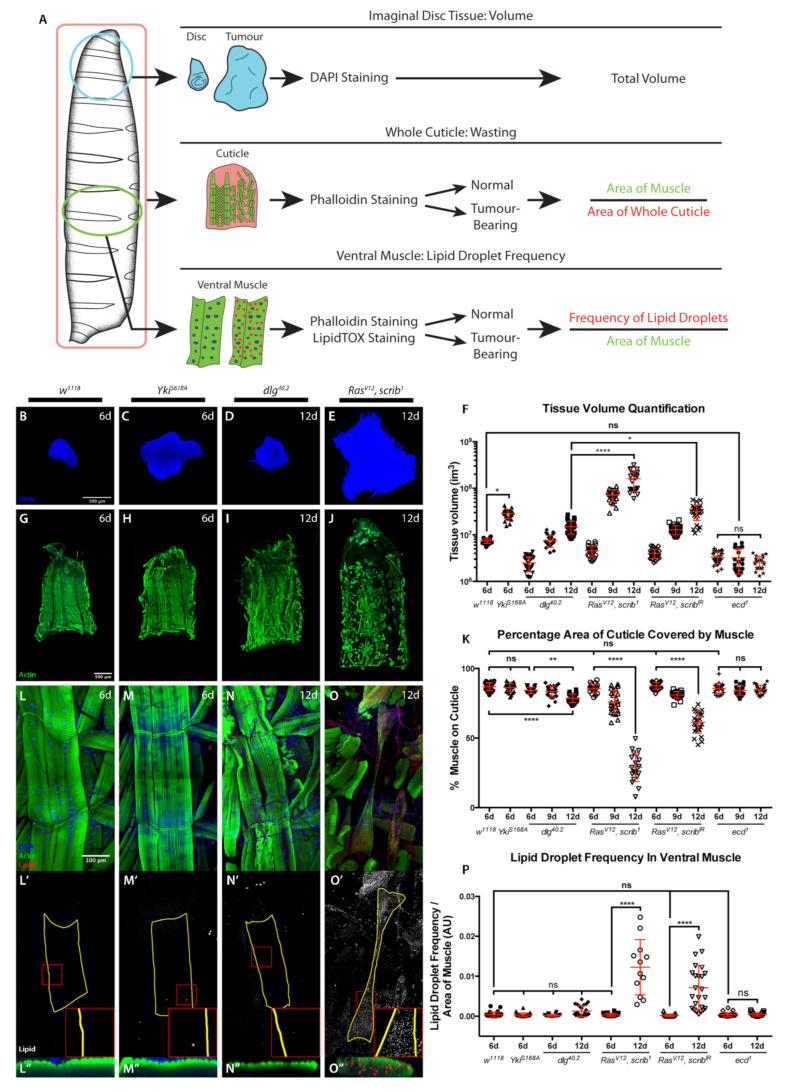
**Cachectic muscle wasting is dependent on tumour genotype.** (**A**) Schematic of experimental approach used to assess tumour volume, muscle wasting and IMLDs. (**B**–**E**) Imaginal tissues stained with DAPI. Normal wing disc at 6 days AED (*w^1118^*) (**B**). Hyperplastic tumour at 6 days AED (*rotund* > *Yki^S168A^*) (**C**), non-invasive neoplastic tumour at 12 days AED (*dlg^40.2^*) (**D**) and MARCM-generated eye invasive neoplastic tumour at 12 days AED (*Ras^V12^*, *scrib^1^*) (**E**). (**F**) Tissue volume quantification. (**G**–**J**) Cuticles with muscle actin stained with Phalloidin (green) from animals of genotypes and ages as in (**B**–**E**). (**K**) Quantification of the percentage of cuticle covered by muscle. (**L**–**O″**) 5th segment of the 7th ventral muscle, stained with DAPI (blue), Phalloidin (green), and LipidTOX to visualize lipids (red or grey) in body wall muscles from animals of genotypes and ages as in (**B**–**E**). All panels denoted (′) show lipid staining only. All panels denoted (“) show a transversal orthographic view of muscle with a 2X zoom, stained with Phalloidin and LipidTOX. (**P**) Quantification of the frequency of IMLDs in the 5th segment of the 7th ventral muscle, expressed as a ratio over the area of that muscle. All graphs show one-way ANOVA with Tukey post hoc correction. Mean ± SEM is indicated. ns: non-significant, *p* > 0.05; * *p* ≤ 0.05; ** *p* ≤ 0.01; **** *p* ≤ 0.0001.

**Figure 2:**
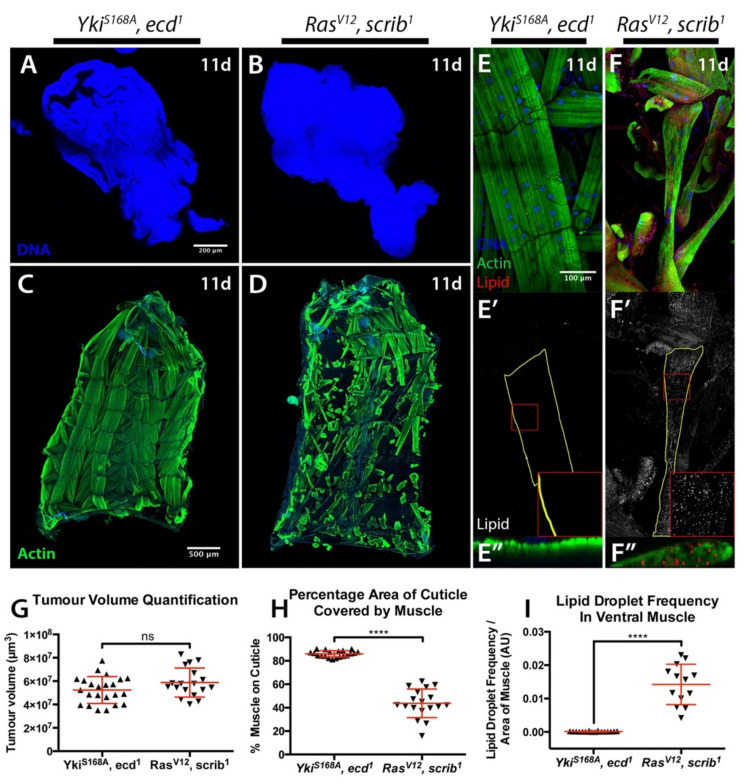
**Tumour size is not sufficient to drive cachexia.** (**A**,**B**) Tumours stained with DAPI. *rotund > Yki^S168A^* tumours induced in an *ecd^1^* mutant background (**A**), and MARCM eye *Ras^V12^*, *scrib^1^* tumours (**B**), both at 11 days AED. (**C**,**D**) Cuticles from animals as in (**A**) and (**B**), with muscle actin stained with Phalloidin (green). (**E**–**F**″) 5th segment of the 7th ventral muscle, stained with DAPI (blue), Phalloidin (green), and LipidTOX (red or grey). Animal ages and genotypes as in (**A**) and (**B**). Panels denoted (′) show lipid staining only. Panels denoted (″) show a transversal orthographic view of muscle with a 2X zoom. (**G**) Tissue volume quantification. (**H**) Quantification of the percentage of the cuticle covered by muscle. (**I**) Quantification of the frequency of IMLDs in the 5th segment of the 7th ventral muscle, expressed as a ratio over the area of that muscle. All graphs show *t* test. Mean ± SEM is indicated. ns: non-significant, *p* > 0.05; **** *p* ≤ 0.0001.

**Figure 3:**
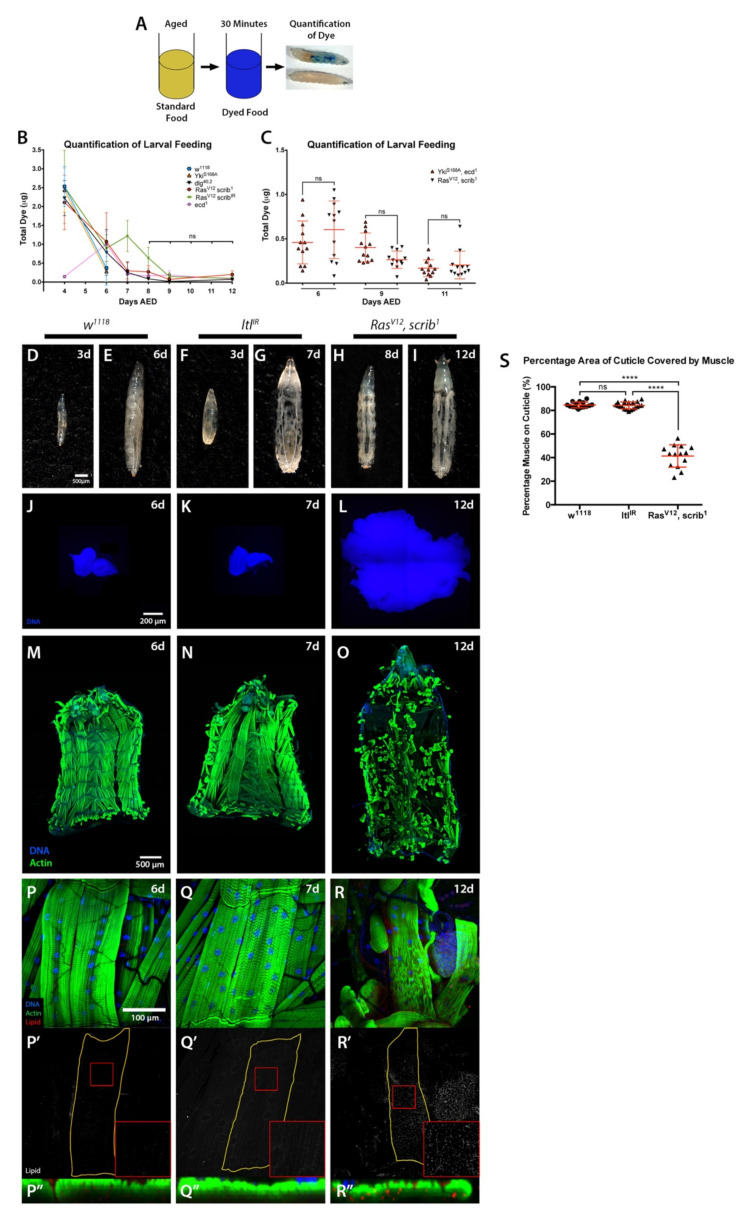
**Starvation or bloating are not sufficient to drive cachexia.** (**A**) Schematic of the approach for assessment of larval feeding. (**B**,**C**) Quantification of dye levels consumed by larvae of the indicated genotypes. (**D**–**I**) Images of whole larvae. Normal (*w^1118^*) larvae at 3 (**D**) and 6 (**E**) days AED. Tumour-free bloated larvae with ubiquitous *tubulin > Gal4*-driven expression of *ltl^IR^* at 3 (**F**) and 7 (**G**) days AED. *Ras^V12^*, *scrib^1^* tumour-bearing larvae at 8 (**H**) and 12 (**I**) days AED. (**J**–**L**) Imaginal tissues stained with DAPI. Normal eye-antennal disc at 6 days AED (*w^1118^*) (**J**), eye-antennal disc at 7 days AED (*tub > ltl^IR^*) (**K**), and invasive neoplastic eye tumours at 12 days AED (*Ras^V12^*, *scrib^1^*) (**L**). (**M**–**O**) Cuticles with muscle actin stained with Phalloidin, animals of ages and genotypes as described for (**J**–**L**). (**P**–**R″**) 5th segment of the 7th ventral muscle, stained with DAPI (blue), Phalloidin (green), and LipidTOX (grey or red). Animal ages and genotypes as described for (**J**–**L**). All panels denoted (‘) show lipid staining only. All panels denoted (“) show a transversal orthographic view of muscle with a 2X zoom. (**S**) Quantification of the percentage of the cuticle covered by muscle. All graphs show one-way ANOVA with Tukey post hoc correction. Mean ± SEM is indicated. ns: non-significant, *p* > 0.05; **** *p* ≤ 0.0001.

**Figure 4:**
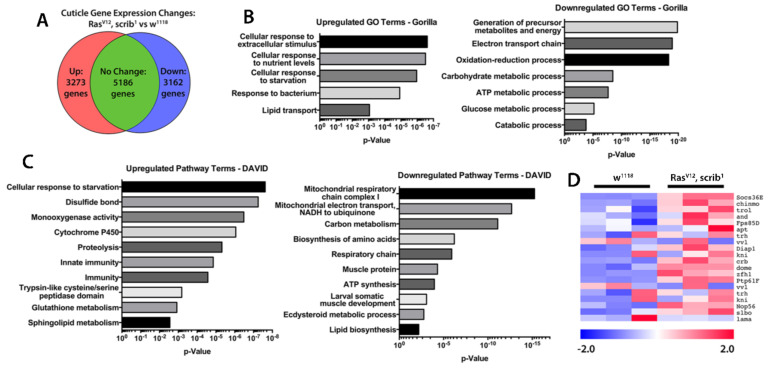
**Molecular characterization of cachectic muscles from tumour bearing larvae.** (**A**) Frequency of up- and downregulated expression of genes identified in an RNAseq from cuticles and muscle of normal (w^1118^) and MARCM Ras^V12^, scrib^1^ tumour-bearing animals. (**B**) List of GO terms enriched in up- and downregulated gene sets from RNAseq. (**C**) List of pathway terms enriched in up- and downregulated gene sets from RNAseq. (**D**) Heatmap of relative expression levels of JAK/STAT pathway genes from RNAseq. Heatmap colour intensity displays log_2_-fold change values relative to the mean gene expression level across both genotypes.

**Figure 5:**
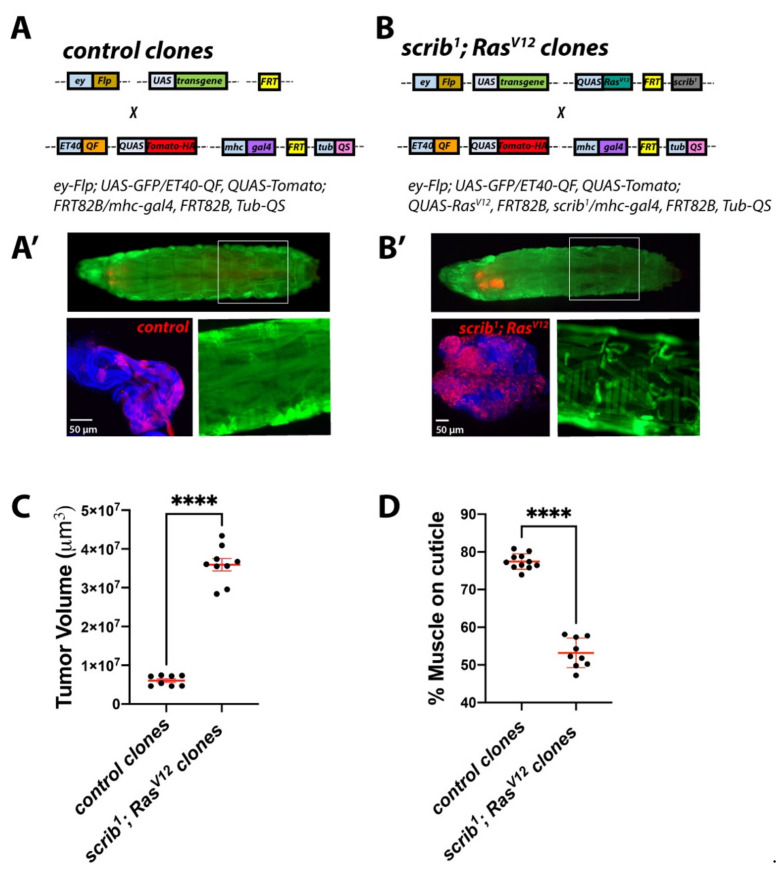
**Generation of a dual driver system for independent genetic manipulation of skeletal muscle and larval imaginal discs.** (**A**,**B**) Schematic of the genetic components of a dual driver system used for genetic manipulation of skeletal muscle in larvae bearing eye/antennal disc control or *Ras^V12^*, *scrib^1^* clones. The imaginal disc driver *ET40-QF* was used to drive *QUAS-tomato* with and without *QUAS-Ras^V12^* for the generation of *Srcib*; *Ras^V12^* MARCM clones and *mhc-gal4* was used for *UAS-transgene* expression in the skeletal muscle. (**A′**,**B′**) Larvae with dual driver system generated control (**A′**) or *scrib^1^*; *Ras^V12^* clones (**B′**) (red; in larvae and bottom left panels) and muscle specific concomitant overexpression of *UAS-gfp* (green; in larvae and bottom right panels). Boxed areas within larval images delineate magnified views of muscle (bottom right panels). Full genotypes are indicated on top of immunofluorescence images. 6-day-old control (**A′**) and 10-day-old *scrib^1^*; *Ras^V12^* larvae (**B′**). (**C**,**D**) Quantification of tissue volume (**C**) and percentage of the cuticle covered by muscle (**D**) in animals of ages and genotypes as in (**A′**,**B′**). All graphs show *t* test. Mean ± SEM is indicated. **** *p* ≤ 0.0001.

**Figure 6:**
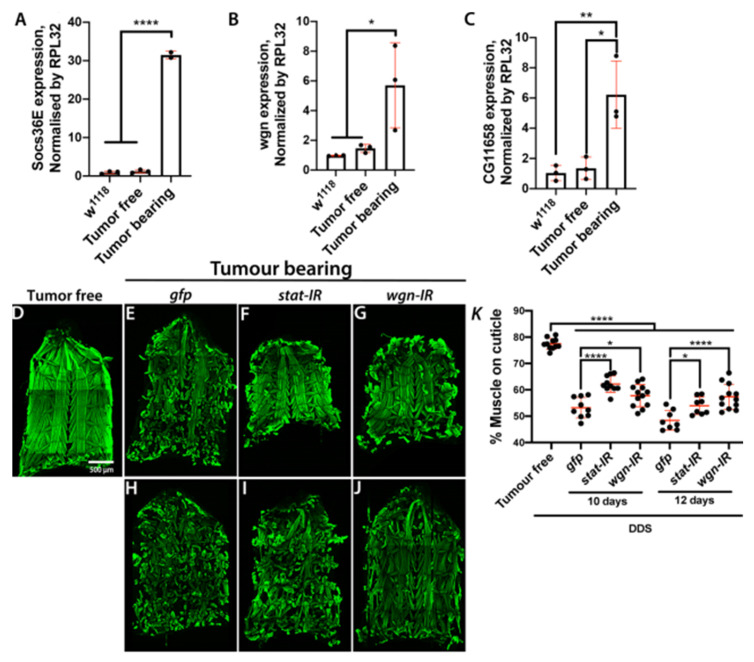
**Muscle JAK/STAT and TNF-α signalling drives tissue wasting.** (**A**–**C**) mRNA expression levels of the JAK/STAT pathway target *Socs36E* (**A**), the TNF-α/Egr receptor *wgn* (**B**) and the *Atrogin 1* homologue *CG116758* (**C**) in skeletal muscle from 6-day old wild type larvae (*w^1118^*) or larvae with dual driver system (DDS) generated control (Tumour free) or *scrib^1^*; *Ras^V12^* clones (Tumour bearing). (**D**–**J**) Cuticles from larvae with DDS generated control clones (Tumour free; 6 day-old) (**D**) or *scrib^1^*; *Ras^V12^* clones (Tumour bearing) with muscle specific concomitant overexpression of a control transgene (*gfp*), *stat RNAi* (*stat-IR*) or *wgn RNAi* (*wgn-IR*) (**E**–**J**). Cuticles of tumour bearing animals were assessed at 10 days (**E**–**G**) and 12 days (**H**–**J**) of larval age (AED). Muscle actin was stained with Phalloidin (green). (**K**) Quantification of the percentage of cuticle covered by muscle in larvae of genotypes and ages as in (**D**–**J**). All graphs show one-way ANOVA with Tukey post hoc correction. Mean ± SEM is indicated. * *p* ≤ 0.05; ** *p* ≤ 0.01; **** *p* ≤ 0.0001. DDS: dual driver system.

## Data Availability

Reagents and any necessary information related to this study will be available from the corresponding author upon request. RNA sequencing data including all raw sequence files and processed files have been deposited in the Gene Expression Omnibus under accession number GSE178332 and can be accessed through the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178332 (accessed on 25th July 2021).

## Supplementary Materials

Supplementary Materials include four Supplementary Figures (Figures S1–S4) and three supplementary tables (Tables S1–S3). The following are available online at https://www.mdpi.com/article/10.3390/ijms22158317/s1.

How the deposited data were processed for this re-analysis (not part of the article)

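RNA from larval cuticles with the body wall muscles was sequenced in 3 w1118 control samples and 3 samples from larvae bearing RasV12, scrib1 tumours. Samples were grouped by the sample labels, which give 7 and 10 days after egg laying for the 2 groups. Age is therefore not separable from the tumour, and neither is genetic background. Sequencing lane is not separable either, since the column headers carry a different lane label for each sample. Whether rearing temperature differed between the groups is not stated. The submitters' processing notes name bcl2fastq, FastQC, TopHat, Bowtie, HTSeq and DESeq2 and the build BDGP6, with no versions, and the paper's text names no alignment or counting settings. The authors deposited 1 table of 11621 genes with raw read counts per sample, which are whole numbers with a different total in each sample and were used for every test. Beside them the table holds the authors' normalized signal, each column being the raw count divided by 1 constant per sample. It also holds the authors' fold change, a ratio of the mean normalized counts of tumour-bearing over control samples, and the authors' log2 fold change of the same comparison. The authors' deposited p-values and adjusted p-values of that comparison were used only as an alternative, adjusted again over the genes tested here. Every column of per-sample values was mapped to a sample by its name, and 188 genes carry a symbol that lists several genes. Of the FlyBase identifiers, 11181 were found in the Ensembl annotation of BDGP6, from which coordinates and current symbols were taken. Antisense and overlapping genes cannot be told apart with a library kit that does not mark strand, and near-identical copies such as the Hsp70 genes can share reads. In 62 groups, 126 tested genes have counts identical to those of another gene in every sample, as 1 measurement listed under several genes would, and each was counted as a gene. Of the named genes these are CG9510, Prx5 and CG30008, and none of the 37 lists holds more than 1 gene of a group.

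Depth was 62617114 to 84149121 counts per sample. From the raw counts, edgeR 4.0.16 in R 4.3.3 was used with filterByExpr on the 2 groups, TMM factors, the robust quasi-likelihood test and Benjamini-Hochberg adjustment over the 10074 genes kept, with a threshold of 0.05. Standard errors of log2 fold changes are the unshrunken coefficient divided by the square root of F and were not used for genes with a group at 0. For such genes a lower bound of the fold change against 3 counts over the group is given, and with 1 to 3 counts the ratio with its 95% counting interval, both covering counting error only. Normalized counts are counts divided by the TMM-scaled library sizes and multiplied by their mean. Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over 37 lists with at least 5 tested members. The lists and their members, the alternatives, the main test and the rule for named genes were fixed before the data were examined, from general knowledge of fly genes, although about 15 lines of the paper's Table S1 had been seen. The 37 lists cover hormone, metabolic, muscle, proteolysis, detoxification, immune, signalling, lipid and ribosomal genes, heat-shock proteins and markers of other tissues. List members that are missing from the table, such as Mhc, Hr4 and Eip93F, were not analysed here. A list of trypsin-family serine proteases was added after the data were examined and tested apart from the others. Named genes are those the paper's text names or Fig. 4D labels, RpL32 and the genotype genes, the 10 largest increases and 10 largest decreases with a mean of at least 100 normalized counts in the higher group and no overlap between groups, and for each list the 2 largest changes in each direction among members past the test, or else its most abundant members. A few genes from outside the rule are named in the text as chosen afterwards.

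The procedure was tested on simulated counts for the real genes, with 200 genes changed. It called 23 of 107 tested 2-fold changes (21.5%) and 74 of 88 tested 4-fold changes (84.1%). Among the 9943 simulated genes kept, it also called 2 of 9748 unchanged genes, and no gene list. The simulated genes varied independently of each other, and far fewer were changed than the 4713 called in the samples. The percentages therefore do not carry over to these samples, and the list result does not check the preset correlation. The alternatives were RLE, upper-quartile and no composition factors, DESeq2 1.42.0, no filter on low counts, at least 10 counts in every sample, the 20 most abundant genes left out, each sample left out in turn, the replicate number as a block, the authors' p-values, other thresholds, and for the lists an estimated correlation and fry. The paper's gene ontology analysis could not be repeated here, the RT-qPCR experiments have no counts in the table, and 1 label of Fig. 4D could not be matched to a gene.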

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

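Of the tests in this part, those planned before the data were examined are those of the share of muscle, of haemocytes or fat body, and of gut tissue between the groups, and those of scaling, of a state shared with control samples, of fat body for the IM peptides, and all of control replicate 3 were chosen after the result was seen.

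Of the haemocyte markers, which the paper does not report, 9 rose in the tumour-bearing cuticles, among them the scavenger receptor gene Sr-CI from 1891 to 16885 and Hemese (He) from 787 to 5112 mean normalized counts, whereas the prophenoloxidase gene proPO-A1, of crystal cells, had a log2 fold change of -2.52, or -1.69 without control replicate 2, and lost its call with total counts and without each sample except control replicate 3. A further signal outside the paper's results is that 14 genes had 0 counts in each control sample and at least 20 in each tumour-bearing sample. They include the haemocyte receptor gene nimC4 (at least 434-fold higher, against 3 counts over the control group), mthl8 (at least 438-fold), CG14850 (at least 454-fold) and Mur18B (at least 293-fold), and 3 genes showed the opposite. Without tumour replicate 3 these bounds were 153-fold for nimC4, 181-fold for CG14850 and 169-fold for Mur18B, and without control replicate 3, where the 3 counts stand against a smaller total of control counts, each bound was 1.75 times lower. Of 16 heat-shock protein genes, 7 rose and 0 fell, and without control replicate 1 the higher ones numbered 1. Rearing temperature may differ between the groups, and its part in this was not tested.

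Most muscle and mitochondrial genes were lower in the tumour-bearing samples. A lower share of muscle RNA alone would raise the markers of every other cell type alike. Their medians instead moved apart, from -3.79 for epidermis and chitin (-3.11 without control replicate 3 and -4.63 without tumour replicate 3) to 2.03 for haemocytes. Those lists can change for reasons of their own, so a lower share of muscle is not excluded for the muscle and mitochondrial genes. Sarcomere genes held 11.1%, 15.3% and 5.87% of the counts in the control samples and 4.26%, 5.27% and 5.10% in the tumour-bearing samples. The paper reports less of the cuticle covered by muscle in larvae with these tumours. Scaling alone is argued against, since with total counts the medians of the sarcomere, complex I, ATP synthase and glycolysis lists all lay below 0. The highest was -0.38 for complex I. A state of the larvae that also differs among control samples stays open, because in control replicate 3 the same 4 medians lay below those of control replicates 1 and 2, by -1.09 at the least, and 1 sample cannot tell which state that is. The tumour, the later age, the genetic background, the sequencing lane and perhaps the rearing temperature remain possible explanations that the design cannot separate.

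Most antimicrobial peptide genes were higher in the tumour-bearing samples, while 12 genes of immune recognition were higher and 4 lower. More haemocytes or fat body on the cuticle cannot be told apart from a response of the cuticle, because the haemocyte median of 2.03 lies next to 2.17, 50% of the antimicrobial peptide median (1.56 without tumour replicate 2 and 2.72 without control replicate 3), within the interquartile range of 2.41 of the markers. Of the 13 haemocyte markers, 12 had at least 100 normalized counts in every control sample, and none belongs to another list. The collagen IV genes Cg25C and vkg among them are also expressed in fat body, so the list is not specific to haemocytes. The 7 IM peptide genes had a median of 9.59, and 6 serum and fat body protein genes -0.51, against the 4.80 that 50% of it would need. Lsp2, named after its values were seen as the most abundant of the 6 in tumour-bearing samples, was at 2326 normalized counts there. Over the alternatives the median of the 6 genes lay between -2.50 and 0.42. That of all 10 fat body markers was 0.21, with 3 higher and 1 lower. More fat body is argued against as the source of most of the IM rise only if these genes follow its amount, which was not tested. A smaller increase of fat body is not excluded. A response of fat body cells already present, and the tumour, age, genotype, sequencing lane and rearing temperature, remain open and untested.

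Control replicate 3 stood apart from control replicates 1 and 2. A tumour-bearing sample carrying a control label is argued against, since its counts of w and y were at most 0.278% of those of the lowest tumour-bearing sample. A later developmental stage stays open: the ecdysone response list lay 0.28 higher at the median, while Eip78C, singled out after its values were seen, had 76796 normalized counts against 99.9 and 28.9, and ple, a gene of cuticle tanning chosen likewise, 1010695 against 424 and 849.5. Gut tissue left on the cuticle cannot be told apart either. The digestive proteases lay 4.05 higher in this sample and the other gut markers 0.37 higher, over the 7 tested of 23. Their median highest count of 16.9 is too low to decide. Between the groups the same test is open for the same reason. The tested gut markers had a median of 0.26 against -2.92 for the digestive proteases, or -0.22 against -0.61 without control replicate 3. Over all 23 gut markers the median was -1.25 with no filter on low counts and -1.57 with DESeq2. The digestive proteases then had -2.72 and -2.76, of the same sign.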

How the results depend on the processing

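All alternatives named here were set before the data were examined, except that of genes with identical counts. The changed genes numbered 4713 (2393 higher and 2320 lower). With RLE factors, upper-quartile factors, DESeq2, no filter on low counts, at least 10 counts in every sample, the 20 most abundant genes left out, an adjusted p under 0.1 or an unadjusted p under 0.05, the counts stayed within 1.5 times of these, and 4698 of the calls were shared with DESeq2. With total counts 6189 were higher and 695 lower, and with upper-quartile factors 60.1% were higher. The authors' p-values gave 2456 (1349 higher, 1107 lower), an adjusted p under 0.01 gave 2514 (1317 and 1197), and adding a 2-fold change gave 2701 (1417 and 1284). Leaving out 1 sample at a time gave 3055 to 5138 changed, 1675 to 2590 higher and 1380 to 2548 lower, the fewest without tumour replicate 2, with fewer samples in the test. Keeping genes with identical counts once gave 4668 changed genes (2373 higher, 2295 lower). The replicate number as a block gave 3572 changed genes (1907 higher, 1665 lower). Same-numbered samples correlated at -0.05, 0.07 and 0.11, and control replicate 1 correlated best with tumour replicate 2 (0.14), so the numbers were not taken as pairs. The block also ended the set test of the TNF and JNK list (adjusted p = 0.0535). With it the lower genes numbered 4 for the proteasome, 0 for the ribosomal proteins, 21 for complex I and 8 for the TCA cycle. Without the block they numbered 24, 15, 36 and 15. The fat body median was -0.53 with the block and 0.21 without.

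Of the 37 lists, 15 passed the set test, 0 with an estimated correlation, where the lowest adjusted p was 0.625, and 23 with fry, which does not compare a list with other genes. With an estimated correlation the adjusted p was 0.625 for the ecdysone response, glycolysis, starvation, antimicrobial peptide, JAK/STAT and TNF and JNK lists, 0.638 for the TCA cycle, complex I, complexes II, III and IV and the ATP synthase, 0.642 for the sarcomere and 0.673 for the proteasome. With total counts the starvation (0.237), TNF and JNK (0.133) and JAK/STAT (0.0556) lists no longer passed, and the amino acid (0.00143), digestive protease (0.00693) and glutathione (0.0148) lists did. The starvation list also did not pass with upper-quartile factors (0.0557), DESeq2 (0.0640) or no filter (0.0673). With fry, complexes II, III and IV (0.0572), the proteasome (0.0905) and the ribosomal proteins (0.129) did not pass, and amino acid synthesis and antioxidant defence (0.0238), clip-domain proteases, glutathione, P450 and glue (0.0476), immune recognition (0.00259), fatty acid synthesis (0.00151), lipid transport and tracheal (0.0193) and neuron (0.0207) lists did. Without 1 sample at a time the adjusted p ranged from 0.0273 to 0.0830 for starvation, 0.0286 to 0.0842 for TNF and JNK, 0.0370 to 0.220 for glutathione, 0.0439 to 0.253 for P450, 0.0290 to 0.216 for ER folding and 0.0286 to 0.137 for antioxidant defence.

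With total counts the direction turned for the ribosomal protein list (adjusted p = 0.229) and for vvl (0.88), RpL32 (0.71), 26-29-p (0.14), ken (0.12), bsk (0.56), RpL41 (0.0241), Csp (0.46) and CG30008 (0.10). Beyond the number of samples in the test, the cause of these changes was not tested. The dispersion between samples exceeded the counting variance at these depths in 10067 of 10074 tested genes, and the other 7 had mean counts of at most 9.83, where depth is the limit. Groups with 0 to 3 counts are given with bounds or counting intervals.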

Differences from the paper's values

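The paper's statistics section names tests for its graphs, and its text states no threshold for a changed gene in the RNA sequencing. Fig. 4A, read by eye, shows about 3300 higher, about 3200 lower and about 5200 unchanged genes, and here 2393, 2320 and 5361 were found, less than 1.5 times apart from the paper's in each case. Of the thresholds looked at in the authors' deposited table, an adjusted p under 0.05 gives 1266 higher and 1024 lower, one under 0.1 gives 1515 and 1304, and an unadjusted p under 0.05 gives 1858 and 1666. In the same authors' deposited table, a fold change of at least 1.5 with no p-value gives 3256 higher and 3179 lower. It was chosen after seeing the values, as the closest of these 4. By it, 7 of the 16 matched genes of Fig. 4D would not count as higher, and CG11658, wgn and Socs36E would.

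The paper describes CG11658 as higher in wasting muscles. By RT-qPCR, which was not re-analysed here, it also reports the gene higher in muscles of larvae with dual-driver tumours. In the sequenced cuticles CG11658 did not pass in edgeR (log2 fold change 1.56, adjusted p = 0.0748), although each tumour-bearing sample lay above every control sample. The settings that call it are DESeq2, total counts, leaving out control replicate 3 and the authors' p-values. For protein degradation the paper describes an increase, whereas of 36 proteasome genes 24 were lower and 1 higher, and autophagy genes were 8 higher and 2 lower. With total counts 0 proteasome genes were lower and 3 higher. The paper describes glutathione metabolism and disulphide bond formation as increased, whereas glutathione genes were 7 higher and 16 lower. ER folding genes, a wider list than disulphide bond formation that also holds chaperones, were 2 higher and 5 lower. With total counts these were 16 and 3, and 5 and 1. Trypsin-like proteases are described as strongly higher, and the added family list of 120 had 37 higher and 26 lower. Of all 10074 genes tested, 2393 were higher and 2320 lower. For such groups the paper drew on gene ontology and pathway terms enriched among higher or lower genes. The lists here have other members, and counting their directions does not test that enrichment. The paper describes ecdysteroid metabolism as reduced, whereas of the 14 genes tested here for it 1 was higher and 1 lower. That list held 0.0433% to 0.124% of the counts of a sample. The internal organs had been removed, so it does not tell about synthesis elsewhere in the larva. The ecdysone response genes were 2 higher and 12 lower. Oxidative stress genes are described as higher, whereas of 16 antioxidant genes 0 were higher and 5 lower, with 8 and 1 with total counts. Amino acid synthesis, described as lower, had 10 lower and 4 higher genes but no set test past the threshold (adjusted p = 0.133), except with total counts and fry. Among the starvation, JAK/STAT, JNK, TCA cycle, complex I and glycolysis genes, more changed in the direction the paper gives than in the other.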

Other observations

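The count of changed genes over other splits was planned before the data were examined, and that of gene lists was chosen after the result was seen. Groups of genes that the paper does not discuss were compared as well, and of those described here the ribosomal protein list alone passed the set test with camera. Of 83 ribosomal protein genes, 15 fell and 0 rose, with 0 past the test when adjusted over the list alone, and the median of -0.34 turned to 0.62 with total counts, where 66 rose. The lower ones numbered 1 without control replicate 1, 6 without control replicate 2, 38 without control replicate 3, and 1, 0 and 2 without tumour replicates 1, 2 and 3. They numbered 32 of 85 with DESeq2, 6 with upper-quartile factors and 9 with no filter on low counts. The set stood below other genes (camera, adjusted p = 1.27e-05; adjusted p = 0.680 with an estimated correlation and 0.229 with total counts, over a range of 1.09e-07 to 0.680), but with fry, which tests the set's own balance, it did not pass (adjusted p = 0.129). The heat-shock protein genes had a median of 0.77, and 2 fell with DESeq2 (camera, adjusted p = 0.0769), the near-identical Hsp70Bb copies at 2.72 and 2.70 (adjusted p = 0.0112 and 0.0127 from edgeR's quasi-likelihood test), whose reads may not be separable, and the set test passed without control replicate 3 (adjusted p = 0.0102) or tumour replicate 1 (0.0497), over a range of 0.0102 to 0.869. Of 10 fat body markers, 3 rose and 1 fell (median 0.21, but -0.23 without control replicate 1 and -1.54 without tumour replicate 1; camera adjusted p = 0.728). Of 7 gut markers other than proteases, 3 rose and 0 fell (median 0.26, but -1.57 with DESeq2, -1.25 with no filter on low counts, -0.63 with at least 10 counts in every sample, -0.10 with the 20 most abundant genes left out, -0.03 and -0.22 without control replicates 2 and 3 and -0.79 without tumour replicate 3; adjusted p = 0.748). The higher gut markers numbered 1 without control replicate 1 and with at least 10 counts in every sample, and the lower ones 3 with DESeq2, 2 without control replicate 2 and 1 without control replicate 1 or 3 or tumour replicate 3. Adjusted over the list alone, 3 gut markers rose and 2 fell, and 2 disc markers rose and 1 fell, while the numbers for the heat-shock, fat body, glue, neuron, tracheal, oenocyte and testis lists were equal both ways.

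Of 6 salivary gland glue genes, 3 fell and 0 rose (median -2.99, -3.80 without tumour replicate 1 and -1.88 with DESeq2; camera adjusted p = 0.0702). Sgs3 had a log2 fold change of -4.58, or -3.92 without control replicate 1, or -7.03 without tumour replicate 1, and Sgs5 of -4.14, or a ratio of 0.0129 with a 95% counting interval of 0.00155 to 0.0475 without tumour replicate 1. Both calls were lost without control replicate 1 and without tumour replicate 2, and that of Sgs3 also without tumour replicate 3. Without control replicate 1 or tumour replicate 2, 0 fell, without tumour replicate 3, 1, and without control replicate 2, 5. The set test passed with total counts (adjusted p = 0.000289), upper-quartile factors (0.0444), no filter on low counts (0.0484) and fry (0.0476), without control replicate 2 (0.0151) and without tumour replicate 1 (0.0332), over a range of 0.000289 to 0.638. Of 14 imaginal disc and tumour markers, 2 rose and 2 fell (median -0.07, but 0.85 with total counts, 0.05 with upper-quartile factors, 0.16 with DESeq2, 0.19 with no filter on low counts, 0.51 without control replicate 3, 0.13 without tumour replicate 1 and -0.57 without tumour replicate 3; the set test, with adjusted p = 0.806, pointed up). With total counts 5 rose, and 0 fell without control replicate 1 or tumour replicate 1. The transcription factor genes lz (1.49) and toy (1.31, not called with the authors' p-values) rose and eya fell (-2.94, or -4.07 without tumour replicate 3, a call lost without control replicate 1 or tumour replicate 1). Of 8 neuron markers, 3 rose and 1 fell (median 0.64, 7 higher with total counts), with Syn, a synaptic vesicle protein gene, at 2.11. Their camera adjusted p was 0.108, and 0.0465 without tumour replicate 1. It ranged from 0.0207 with fry, which does not compare a list with other genes, to 0.638. Of 7 tracheal markers, 4 fell and 0 rose (median -0.79, 0.15 with total counts, where 3 rose and 1 fell; adjusted p = 0.142), including the chitin deacetylase genes serp (-2.48, a call lost without tumour replicate 1 or 2) and verm (-2.36, a call lost with total counts, with the authors' p-values and without each sample except control replicate 3), which are also in the epidermis list, and 2 fell without tumour replicate 1 or 2. Of 7 oenocyte markers, 1 rose and 2 fell (median 0.36, 4 higher with total counts, adjusted p = 0.854), and of 6 testis markers, 2 rose and 1 fell (median 0.12, 4 of 9 higher with DESeq2, -0.50 with at least 10 counts in every sample, 0.76 without control replicate 1, 0.94 without control replicate 3 and 0.72 without tumour replicate 3, adjusted p = 0.819).

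There are 10 splits of the 6 samples into 3 and 3, too few for a share under 0.05. The real split changed 4713 genes and the highest of the others 0, so 1 of the 10 splits reached the real count. For the gene lists past the set test, the real split gave 15 and the highest of the others 17, and 4 splits reached the real count, the others being the 3 that keep control replicates 1 and 2 together with 1 tumour-bearing sample. This points to a structure of the samples, and the number of lists past the set test does not stand apart from it.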
